# ANRIL regulates multiple molecules of pathogenetic significance in diabetic nephropathy

**DOI:** 10.1371/journal.pone.0270287

**Published:** 2022-08-19

**Authors:** Parisa Sooshtari, Biao Feng, Saumik Biswas, Michael Levy, Hanxin Lin, Zhaoliang Su, Subrata Chakrabarti

## Abstract

**Background:**

Hyperglycemia-induced transcriptional alterations lead to aberrant synthesis of a large number of pathogenetic molecules leading to functional and structural damage to multiple end organs including the kidneys. Diabetic nephropathy (DN) remains a major cause of end stage renal disease. Multiple epigenetic mechanisms, including alteration of long non-coding RNAs (lncRNAs) may play a significant role mediating the cellular transcriptional activities. We have previously shown that lncRNA ANRIL may mediate diabetes associated molecular, functional and structural abnormalities in DN. Here we explored downstream mechanisms of ANRIL alteration in DN.

**Methods:**

We used renal cortical tissues from ANRIL knockout (KO) mice and wild type (WT) mice, with or without streptozotocin (STZ) induced diabetes for RNA sequencing. The differentially expressed genes were identified using edgeR and DESeq2 computational methods. KEGG and Reactome pathway analyses and network analyses using STRING and IPA were subsequently performed.

**Results:**

Diabetic animals showed hyperglycemia, reduced body weight gain, polyuria and increased urinary albumin. Both albuminuria and polyuria were corrected in the KO diabetic mice. RNA analyses showed Diabetes induced alterations of a large number of transcripts in the wild type (WT) animals. ANRIL knockout (KO) prevented a large number of such alterations. The altered transcripts include metabolic pathways, apoptosis, extracellular matrix protein synthesis and degradation, NFKB related pathways, AGE-RAGE interaction pathways etc. ANRIL KO prevented majority of these pathways.

**Conclusion:**

These findings suggest that as ANRIL regulates a large number of molecules of pathogenetic significance, it may potentially be a drug target for DN and other chronic diabetic complications.

## Introduction

Nephropathy is one of the debilitating chronic complications of diabetes. Diabetic nephropathy remains a major cause of end stage renal disease (ESRD) [1]. Starting with glomerular hyperfiltration there is progressive renal damage, manifesting as albuminuria, declining glomerular filtration rate [GFR], and ultimately ESRD. At the microscopic level the kidneys show glomerular hypertrophy, glomerulosclerosis, tubulointerstitial inflammation and fibrosis. Although over the last few years various novel therapies have been developed, a large number of diabetics still progress towards ESRD [2]. Hence better understanding of the pathogenesis and further delineation of pathogenetic mechanisms are needed to develop biomarkers for early diagnosis and novel treatment targets.

Hyperglycemia has established itself as the key factor for the initiation and progression of all chronic diabetic complications including DN [3]. However, in a tissue specific way the effect of hyperglycemia may vary, causing alteration of specific gene expression and ultimately causing tissue damage [4, 5]. Multiple mechanisms contribute to the initiation and progression of DN. Hyperglycemia leads to multiple cellular structural and functional changes in the organs. These include hemodynamic changes and cellular metabolic changes leading to altered gene transcription of several such vasoactive and growth factors such as VEGF, TGF β, setting the stage for tissue damage and organ failure [5]. Microscopically, kidneys demonstrate glomerular basement membrane thickening, increased mesangial matrix deposition, eventually manifested as glomerulosclerosis and interstitial fibrosis [6]. At the biochemical level, there is deposition and reduced degradation of extracellular matrix (ECM) proteins such as fibronectin [FN], type IV collagen (Col1α4) etc [6]. Functionally, there is increased urinary albumin excretion ultimately leading to renal failure [2, 3].

Epigenetic alterations regulating the synthetic process of macromolecules possibly plays a major role in all chronic diseases including DN [7, 8]. Such modifications include DNA methylation, histone modifications through acetylation and methylation and alterations of noncoding RNAs (ncRNAs) [9]. ncRNAs consists of several classes of RNA molecules including microRNAs and long noncoding RNAs (lncRNAs). Of particular relevance to this research, lncRNAs (200-2000nt) lack protein-coding capacity and are capable of regulating gene expression at both transcriptional and translational levels [10]. They can regulate local(*cis*) and distal[*trans]* genes by a large number of mechanisms and play key regulatory roles in diverse biological processes [10, 11].

lncRNA ANRIL, situated in the antisense direction of p15/CDKN2B-p16/CDKN2A-p14/ARF (*INK4b-ARF-INK4a*) gene cluster, has 19 exons and spans126.3kb [11]. We have recently reported that ANRIL is upregulated and plays a pathogenetic roles in several diabetic complications including DN [12, 13]. We have further shown that it works through an interaction with EZH2 of polycomb repressive complex 2(PRC2) and histone acetylator, p300 [12, 13]. ANRIL locus is a hotspot for multiple disease-associated polymorphisms and DNA alterations and has been steadily associated with cardiovascular diseases, cancer, diabetes, glaucoma and other conditions [14]. We have also demonstrated oxidative DNA damage in diabetes is a potential mechanism of ANRIL upregulation in diabetes [15, 16]. In our previous study, we have shown that ANRIL blockade prevents diabetes-associated molecular, functional and structural abnormalities in the context of DN [13]. To explore the mechanism of ANRIL mediated prevention of several changes in DN at the transcriptional level, we carried out this research. We were specifically interested in ANRIL mediated transcriptional alterations in the context of DN.

Hence. to gain a better understanding of the downstream mechanisms and pathways of action of ANRIL and to identify potential drug targets, we took RNA-sequencing and bioinformatics analysis-based approach. To this extent, we analyzed renal cortical tissues of a type 1 model of diabetes, with or without ANRIL knockout.

## Methods

### Animals

All animals were cared for according to the guiding principles in the care and use of animals. The experiments were approved by Western University Animal Care and Veterinary Services. All experiments conform to the guide for care and use of laboratory animals published by the NIH (NIH publication no. 85–23, revised in 1996).

ANRIL knockout (129S6/SvEvTac-Del[4C4-C5]1Lap/Mmcd) mice, were obtained from Mutant Mouse Resource & Research Centre (MMRC, Davis, CA). 

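The mouse Ink4 locus lies on chromosome 4 of the mm10 build. In the GENCODE M21 annotation Cdkn2a (ENSMUSG00000044303, positions 89274471 to 89294653) and Cdkn2b (ENSMUSG00000073802, 89306299 to 89311039), which encode inhibitors of cyclin-dependent kinases, stand side by side on the minus strand. Mtap (ENSMUSG00000062937, 89137122 to 89181081), which encodes an enzyme of methionine salvage, lies at lower positions, downstream of the pair. The noncoding genes Gm12606, Gm12609 and Gm12610 surround the pair, and Dmrta1 begins at 89679436. In renal cortex Gm12606, Gm12609 and Gm12610 had 6 reads or fewer in every library. Cdkn2a had 0 reads in every WT-C, KO-C and KO-D library and 0 to 4 reads in the WT-D libraries (n = 3 mice per group). Cdkn2b had 16 to 70 reads in the WT-C libraries, 50 to 165 in WT-D, 1 to 101 in KO-C and 2 to 30 in KO-D. Its TMM-scaled level was 1.32 ± 0.913 CPM in WT-C, 1.99 ± 0.256 in WT-D, 1.11 ± 1.61 in KO-C and 0.518 ± 0.461 in KO-D (mean ± SD). The annotation holds no gene named ANRIL, and the bounds of the deletion were not used here, so no read was assigned to the ANRIL transcript.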

In the mouse, ANRIL is located on Chromosome 4 within the *p15/CDKN2B-p16/CDKN2A-p14/ARF* gene cluster (INK4 locus) in an anti-sense manner. ANRILKO mice were generated on a 129S6/SvEv background where a 70kb region of the mouse genome corresponding to the human 58-kb non-coding RNA associated with coronary artery disease risk interval was deleted [15]. We have previously demonstrated lack of ANRIL expression in the ANRILKO mice tissues [12, 13].

A chemically-induced mouse model of Type 1 diabetic was generated with intraperitoneally injected streptozotocin (five doses, 50mg/kg in citrate buffer, pH5.6) on consecutive days [17, 18]. As our previous studies used male mice and to have a cost-containment, in this investigation we kept the same focus. We do however, understand the importance of using mice of both sexes and plan to carry out such analyses in the future. Age and sex-matched littermate controls received equal volume of citrate buffer. Diabetes was confirmed by blood glucose measurement (>20mmol/L) from tail vein using a glucometer. Animals were monitored for variations in body weight and blood glucose. Mice were sacrificed after 8 weeks of the onset of diabetes and tissues were collected. Renal cortices were dissected out from the kidneys and kept frozen at -80°C for further analysis. A total of four groups of mice [n = 3/groups] were used, namely a) non-diabetic wild type control (WT-C), b) Wild type mice with diabetes (WT-D), c) ANRIL knockout control (KO-C) and d) ANRIL knockout mice with diabetes (KO-D).

### RNA sequencing

Three biological replicates were used for each of the four groups. Total RNA was extracted using the RNeasy Mini Kit (QIAGEN, Toronto, ON). The libraries were prepared by using the TruSeq RNA V2 kit. Sequencing was performed by Macrogen Corp. (Rockville, MD) on an Illumina sequencer with NovaSeq6000 S4 flow cell.

### Bioinformatics analysis of RNA-sequencing data

An average of 42 million (minimum of 27 million) paired-end reads were generated for each sample. Samples were aligned using STAR version 2.7.3a [19] to mouse genome mm10 with GENCODE M23 primary annotations. An average of 30 million reads aligned uniquely (minimum 20 million). Subsequent analysis was performed using R version 3.6.1. Count matrices were generated using the summarized overlaps function from the Genomic Alignments package version 1.20.1 [20]. Differential expression analysis was performed using DESeq2 version 1.24.0 [21] and edgeR version 3.28.0 24 [22]. A gene was considered to be differentially expressed if it had an adjusted p-value < 0.01.

### KEGG and Reactome pathway analysis

Pathway analyses are extremely useful. Although, pathway analyses are usually performed by using a single pathway database, various available pathway databases are different in terms of the biochemical interactions and the pathway subcategories they use, Hence, to improve the predictions and augment the likelihood of identifying the relevant pathways accurately, we used two pathway analyses tools. After we identified differentially expressed genes, we applied KEGG [23–25] and Reactome [26] pathway analyses to identify pathways that are enriched for significant genes in (a) wild-type control vs. wild-type diabetic mice (WT-C vs. WT-D), and (b) wild-type control vs. diabetic knockout mice (WT-C vs. KO-D). In order to perform KEGG and Reactome pathway analyse, we chose to use the built-in functions available in STRING database and web resource (https://string-db.org). We identified a list of significant pathways with false discovery rate (FDR) < 0.01. We also measured the number of down-regulated and up-regulated genes from our list of genes that map to each pathway. Additionally, STRING provided a list of significant biological processes and molecular functions enriched for each comparison at the FDR < 0.01.

### Protein-protein interactions and cluster analysis

In addition to employing STRING functions to identify KEGG and Reactome pathways and the relevant biological processes and molecular functions, we used STRING to visualize protein-protein interaction (PPI) networks for each comparison (WT-C vs. WT-D, and WT-C vs. KO-D), and to identify clusters of interacting genes. Briefly, SRTING integrates both predicted and known PPIs to predict functional interactions of proteins, where each gene/gene product is presented by a node in the network, and the biological relationship between pairs of genes is represented by an edge between the two nodes.

We used STRING implementation of Markov Cluster Algorithm (MCL) with the default parameters to identify clusters of interacting genes (i.e. sub-networks) in each PPI network. We then considered each major cluster individually and identified their enriched pathways and molecular functions. This provided insight into the underlying molecular mechanisms at a finer resolution (i.e. at the cluster-level).

### IPA analysis

To further identify molecular sub-networks associated with each comparison (WT-C vs. WT-D and WT-C vs. KO-D), we used QIAGEN Ingenuity Pathway Analysis (QIAGEN IPA) software (QIAGEN Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis), as an alternative network analysis approach. We uploaded a list of gene symbols along with their corresponding edgeR adjusted P values and log fold changes into the software, and set the analysis parameter to include genes with FDR < 0.01. Briefly, IPA uses the Ingenuity Pathways Knowledge Base to identify networks of the genes based on their connectivity and ranks networks based on the assigned scores. These scores take into the account the size of the network and the number of genes to predict if a network is relevant. Once the networks are ranked based on their assigned scores, they are presented by graphs that indicate the molecular relationships between genes or gene products. Here genes are presented by nodes, and the biological relationships between pairs of genes are represented by edges.

## Results

### Diabetes induced metabolic alteration and renal damage are prevented by nullifying ANRIL production

Diabetic animals were maintained for a period of eight weeks following onset of hyperglycemia and were compared with Age- and sex- matched controls. Wild type diabetic (WT-D) animals showed hyperglycemia, reduced body weight, polyuria (urine volume >25ml/day in WT-D, compared to <3 ml /day in the littermate controls, WT-C) and glycosuria (not shown). These are characteristic metabolic features of poorly controlled type 1 diabetes. ANRIL KO diabetic mice (KO-D) remained hyperglycemic. However, they showed reduction of urine volume (<10ml/day) compared to WT-D mice. In keeping with previous analyses, we also calculated urinary albumin creatinine ratio (Fig 1). Urinary albumin/creatinine ratios, were elevated in WT-D mice compared to wild type controls (WT-C), as a result of renal damage and were normalized in the KO-D mice, indicating a protective effect of nullifying ANRIL.

**Fig 1:**
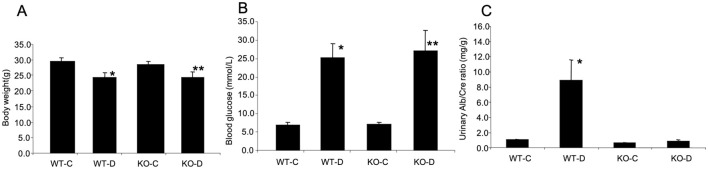
Clinical monitoring. Diabetes-induced A) reduced body weight, B) elevated blood glucose levels and C) increased urinary albumin/creatinine ratios were prevented in the diabetic animals lacking ANRIL (KO-D). (WT-C = wild type controls, WT-D wild-type diabetic, KO-C = ANRIL knockout controls, *P = 0.05 or less vs. WT-C, ** P = 0.05 or less vs. KO-C).

### Diabetes-induced alterations of a large number of transcripts are prevented following ANRIL KO

We used two bioinformatics programs, (edgeR and DESeq2) to identify the genes that are differentially expressed between multiple groups of samples. Our aims were first to identify the differentially expressed transcripts in the kidneys in the context of DN by comparing wild-type control (WT-C) with wild-type diabetic (WT-D) mice. 

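Total RNA from the renal cortex of 12 mice was sequenced, with 3 mice in each of the WT-C, WT-D, KO-C and KO-D groups. Diabetes was induced with 5 doses of 50 mg/kg streptozotocin, a toxin of the insulin-producing beta cells. The deposited values are counts per 1000000 counted reads (CPM) of 55421 genes, and each library's values sum to 1000000. Every one of the 298586 values above 0 was a whole number of reads within 0.01 once divided by the library's smallest value, so the counted reads of each library could be recovered. These were 35389050 to 40864496 in WT-C, 32638706 to 67336174 in WT-D, 34242939 to 37062425 in KO-C and 23781928 to 28894558 in KO-D, with a mean of 36.6 M over the 12 libraries. The paper's methods give an average of 42 M reads generated and 30 M aligned uniquely per sample, and the values here use the counted reads. Libraries of 1 group correlated at 0.969 to 0.990 in log2 CPM across genes, which are not independent replicates. The 12 libraries were tested in 1 limma fit on log2(CPM + 0.1) after TMM scaling, with 8 residual degrees of freedom. The test covered 18461 genes with at least 10 reads in a library of median size (0.284 CPM), and p-values were adjusted by Benjamini-Hochberg over these genes. On simulated reads of the same depth and spread, 34% of 2-fold and 93% of 4-fold changes passed an adjusted p of 0.01, and 56% and 97% passed 0.05. The simulation changed 200 genes, all above about 1 CPM in WT-C, and held no trends on GC content or gene length. Its shares do not give the power for weaker genes or where many more genes change.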

We then tried to identify the differentially expressed transcripts that are regulated through ANRIL by comparing wild-type non-diabetic controls (WT-C) and diabetic knockout (KO-D) tissues. We also examined any alterations of transcripts in the kidneys of non-diabetic animals caused nullification of ANRIL by comparing WT-C and KO-C. Overall alterations of the transcripts are graphically depicted in Fig 2. Differentially expressed genes detected by EdgeR are mostly a subset of those detected by DESeq2 (Fig 2A and 2D). 

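Nearly all genes called by edgeR in diabetic wild-type kidneys were also called by DESeq2. On the recovered reads of WT-D and WT-C (n = 3 mice each), edgeR's quasi-likelihood test called 1476 genes at an adjusted p of 0.01 and DESeq2's Wald test 3035. Of the edgeR calls 1467 (99.4%) were DESeq2 calls, 9 were edgeR calls alone and 1568 were DESeq2 calls alone. At 0.05 the counts were 4141 for edgeR and 5221 for DESeq2, with 4074 genes (98.4%) in both, 67 in edgeR alone and 1147 in DESeq2 alone. With edgeR's likelihood ratio test, which called 2906 genes at 0.01, the share also called by DESeq2 was 90.6%. In KO-D against WT-C 4163 of 4188 edgeR calls (99.4%) at 0.01 were DESeq2 calls too, among 5494 by DESeq2. In a simulation with 200 changed genes, the number of unchanged genes called at 0.01 was 13 with DESeq2, 2 with edgeR and 1 with limma. DESeq2 recovered 63% of the 2-fold changes there and edgeR 37%. These reads were a single draw, with the spread of each gene as estimated by edgeR. The simulation therefore cannot decide which tool gives fewer false calls on the real reads.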

Since EdgeR was more stringent and may generate less false positive results, it is possibly a better option compared to DESeq2. However, in both such analyses, minimal number of alterations of transcripts were seen at the basal level (WT-C vs KO-C), suggesting a minimal impact of these knockout on the downstream transcript at the basal level. On the other hand, poorly controlled Diabetes caused alterations of a large number of transcripts in the wild type (WT-D) animals compared to the wild type controls (WT-C), while several of those genes were not significantly different between ANRIL knockout diabetic mice (KO-D) and the wild type controls (WT-C). For example, in edgeR analyses, number of differentially expressed genes between WT-C and WT-D at p value < 0.05 was 4,153 and that at the p value <0.01 was 1,500. 

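Without diabetes, few genes were called between the kidneys of knockout and wild-type mice, which does not show that their levels were equal. Limma called 0 of 18461 genes between KO-C and WT-C at an adjusted p of 0.05 (n = 3 mice each), with a smallest adjusted p of 0.586 and 1546 genes at an unadjusted p under 0.05. edgeR's quasi-likelihood test also called 0 (1654 unadjusted), while DESeq2 called 9, the likelihood ratio test 10 and edgeR's exact test 21. Among the genes with the smallest p was Ccl19 (ENSMUSG00000071005), which encodes a chemokine that draws T cells and dendritic cells. Its log2 change of -2.01 (SE 0.40) did not pass in limma and passed 0.05 with DESeq2, the likelihood ratio test and the exact test. Slc7a1, a carrier of arginine and lysine, had a log2 change of 1.19 (SE 0.25) and passed with DESeq2. Cyp2b9, a steroid-metabolizing cytochrome, had a log2 change of -1.44.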

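Diabetes raised Cdkn1a, which encodes the cell cycle inhibitor p21 (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727 in mm10), from 2.49 ± 1.24 CPM in WT-C to 66.5 ± 5.09 in WT-D (mean ± SD after TMM scaling, n = 3 mice). The change was 4.78 on the log2 scale (SE 0.29, limma adjusted p 2.9e-06), and KO-D mice, at 91.4 ± 27.2 CPM, showed a change of 5.20 against WT-C. Irf7, the transcription factor that drives interferon responses (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481), rose from 3.12 ± 0.640 to 133 ± 91.1 CPM in WT-D and stood at 82.4 ± 19.7 in KO-D. Its log2 change in WT-D was 5.10 (SE 0.46, limma adjusted p 3.1e-05) and 5.77 without WT-D replicate 3. Fibronectin (Fn1, ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) rose by 2.73 (SE 0.32, limma adjusted p 1.8e-04) in WT-D and by 2.33 in KO-D. Cyp4b1, an abundant fatty acid hydroxylase of the proximal tubule (ENSMUSG00000028713, chromosome 4, 115624725 to 115647723), fell from 4430 ± 623 to 1190 ± 366 CPM, with a log2 change of -1.93 (SE 0.37, limma adjusted p 0.00379). In KO-D it was at 1115 ± 657 CPM. The plot of 6 genes by mouse shows these values.

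**Figure D1:**
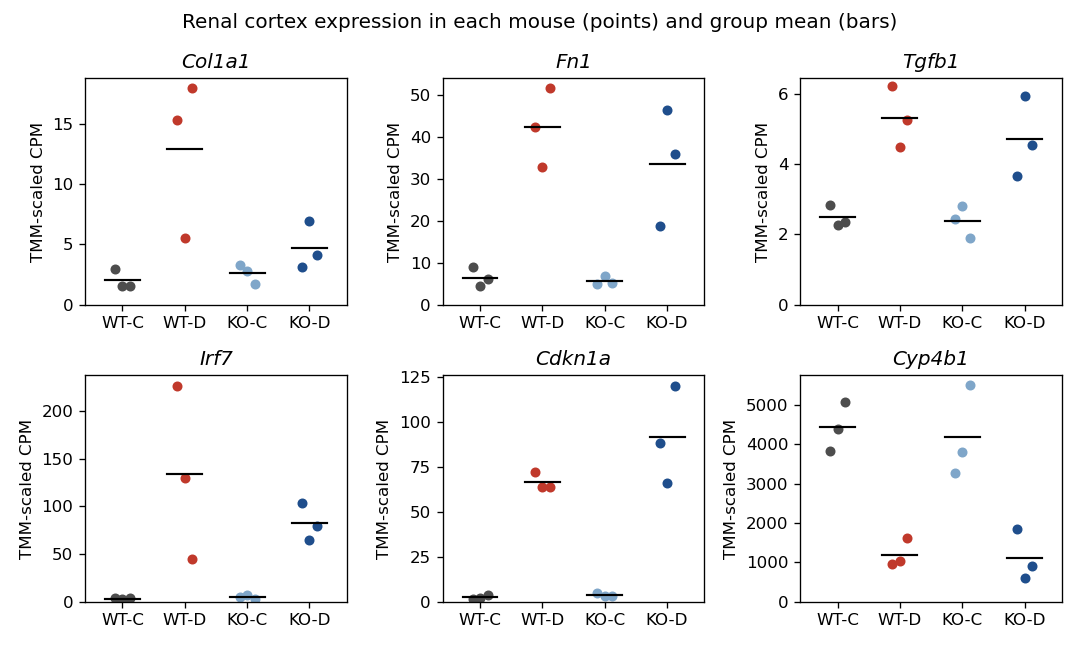
TMM-scaled CPM of Col1a1, Fn1, Tgfb1, Irf7, Cdkn1a and Cyp4b1 in each of the 12 mice (points, 3 per group), with the mean of each group as a bar. For Cdkn1a the means are 2.49 in WT-C, 66.5 in WT-D, 3.55 in KO-C and 91.4 in KO-D, and for Col1a1 2.02, 12.9, 2.59 and 4.70.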

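In limma, 1537 genes were called between WT-D and WT-C at an adjusted p of 0.01 and 4055 at 0.05 (3 mice per group), out of 6956 at an unadjusted p under 0.05. Single libraries moved these counts. Without WT-D replicate 1, 418 genes were called at 0.01 and 1619 at 0.05, and without WT-D replicate 2 the counts were 702 and 2265. Without WT-D replicate 3, 2726 genes were called at 0.01. Without WT-C replicate 1, 2 or 3 the count at 0.01 was 977, 733 and 774. WT-D replicate 3 lay at 5.92 on the first principal component (50.9% of the variance), the other diabetic libraries of both genotypes at 47.9 to 66.0 and the 6 control libraries at -65.4 to -33.0.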

After ANRIL knockout 3,436 and 1,235 of these genes remained significant, for p values < 0.05 and 0.01, respectively (Fig 2). 

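Of the 1537 genes called in WT-D against WT-C at an adjusted p of 0.01, 1289 (83.9%) were also called, and in the same direction, in KO-D against WT-C. At 0.05 these were 3378 of 4055 (83.3%). Independent lists of these sizes would share 169 and 806 genes. KO-D against WT-C itself held 4320 and 7402 genes. The shares ranged from 67.1% without KO-D replicate 2 to 95.5% without WT-D replicate 1 at 0.01. Both comparisons use the same WT-C libraries, which by itself makes the lists overlap. In simulated unchanged groups that shared them, 15.5% of the genes past an unadjusted p of 0.01 in 1 group also passed in the other in the same direction. Against their own controls, KO-D mice had 3165 calls at 0.01 (1227 higher, 1938 lower), and 980 (63.8%) of the 1537 WT-D genes were among them in the same direction. The median ratio of the KO-D to the WT-D change over the 1537 genes was 1.02 against WT-C and 0.85 with KO-C as the control. Over all tested genes the diabetes effect in the knockout was 0.955 times that in the wild type (jackknife SE 0.297), with each genotype against its own controls and a correction for sampling error. The values ranged from 0.813 without WT-D replicate 3 to 1.20 without WT-D replicate 1.

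**Figure D2:**
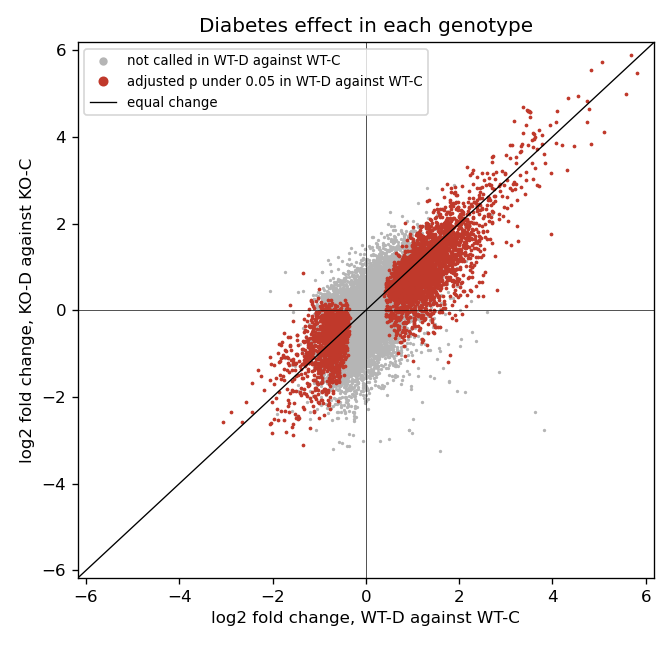
Log2 fold change of each tested gene in WT-D against WT-C (x axis) and in KO-D against KO-C (y axis), with genes called at an adjusted p of 0.05 in WT-D against WT-C in red. The correlation across genes is 0.726.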

NGS data have been submitted in the public database (GEO ID: GSE197699).

**Fig 2:**
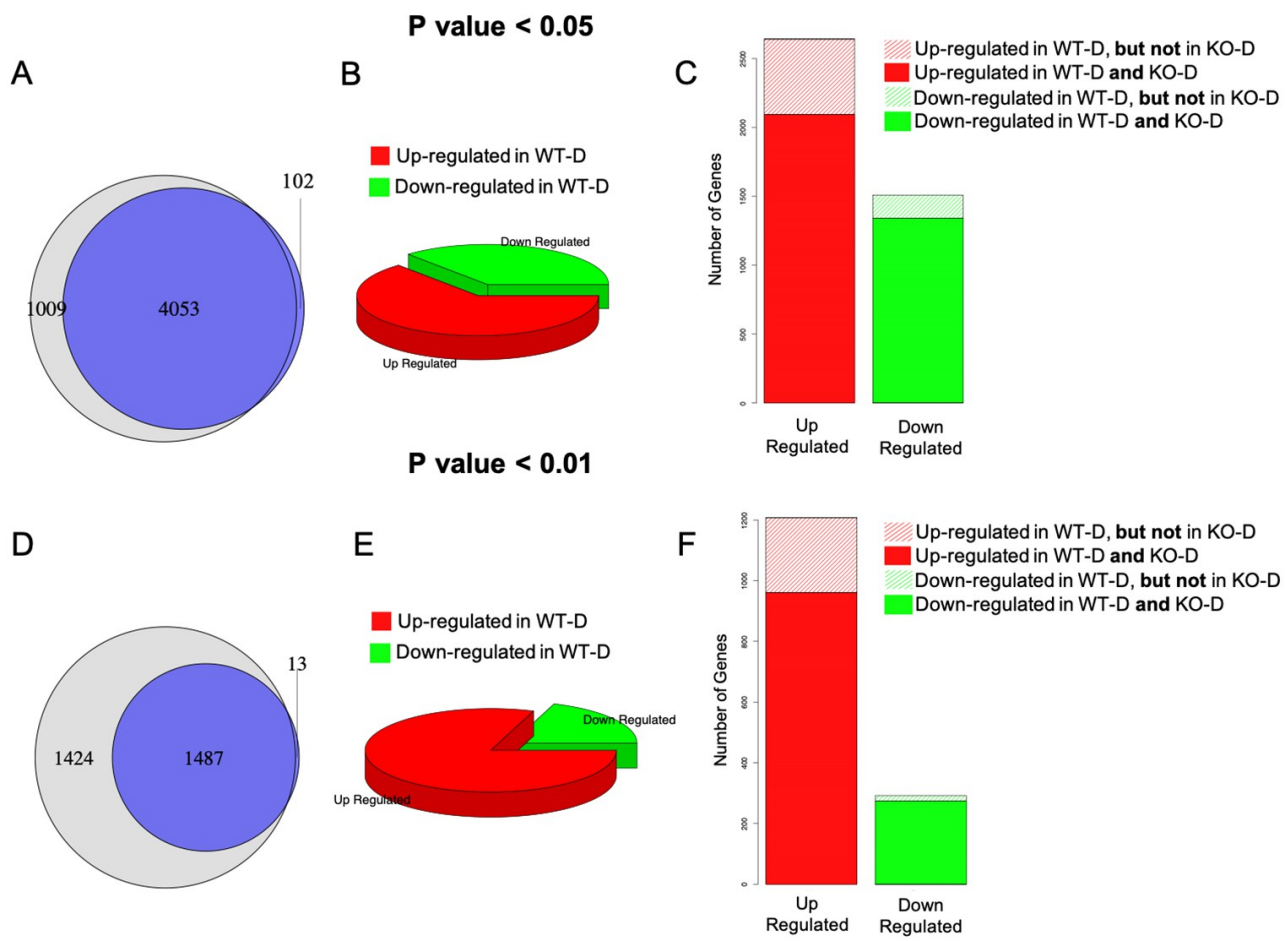
Differentially expressed genes. Differentially expressed genes identified by DESeq2 (light grey) and EdgeR (blue) [WT = wild-type, D = diabetes, C = age matched non-diabetic controls, KO = Knockout]. Data are presented at a p value threshold of 0.05 (A, B, C) and at a p value threshold of 0.01 (D, E, F). The differentially expressed genes (WT-C vs. WT-D) identified by EdgeR highly overlap those of DESeq2 (A, D). Poorly controlled diabetes caused alterations of a large number of transcripts in the wild type (WT) animals (A, D). Most of these differentially expressed transcripts are up-regulated in wild-type diabetic compared to wild-type controls (B, E). ANRIL knockout (KO) prevented several of such alterations. Several of the genes detected to be differentially expressed between WT-C and WT-D are not differentially expressed between WT-C and KO-D (C, F).

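Of the genes called in WT-D against WT-C, 1190 were higher and 347 lower at an adjusted p of 0.01 (77.4% higher, limma, 3 mice per group), and 2538 were higher and 1517 lower at 0.05 (62.6% higher). The split depended on the scaling between libraries, and it also moved with the test and with single libraries. On the deposited CPM with no scaling the share of higher genes was 95.8% at 0.01 and 94.0% at 0.05, and the median log2 change of all tested genes was then 0.42, against 0.05 with TMM scaling. With DESeq2, which changes the test and the scaling at once, the share was 61.0% at 0.01 and 53.5% at 0.05. Without WT-D replicate 3 it was 59.0% at 0.01, and without WT-D replicate 2 it was 94.0%.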

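The genes that were called in WT-D but not in KO-D against WT-C numbered 248 at an adjusted p of 0.01 and 677 at 0.05 (3 mice per group). The median ratio of their KO-D to their WT-D change was 0.58 and 0.54. Choosing genes called in 1 comparison and not in the other itself pulls this ratio below 1, so it does not measure prevention. Both changes share the WT-C libraries, and in simulated unchanged groups that shared them 93.0% of the genes past an unadjusted p of 0.01 had the same sign in both, so the direction alone does not show that an effect remained. In KO-D against KO-C, which shares no library with it, 1512 of the 1537 WT-D genes (98.4%) kept their sign, as did 532 of the 557 not called there. In simulated unchanged groups with own controls this share was 50.8%. These values argue against shared controls as the source of the direction over the 1537 genes. The 248 genes were not counted apart in this way. At 0.05, 80.3% of the genes higher in WT-D and 88.4% of the lower ones were also called in KO-D. Hspg2, which encodes the basement membrane proteoglycan perlecan (ENSMUSG00000028763, chromosome 4, 137468769 to 137570630 in mm10), was called in WT-D and not in KO-D. It rose from 7.98 ± 0.462 CPM in WT-C to 23.8 ± 11.8 in WT-D (log2 change 1.46, SE 0.34, limma adjusted p 0.0098) and was at 10.7 ± 4.76 in KO-D (log2 change 0.33, adjusted p 0.456). Without WT-D replicate 1 the first adjusted p was 0.0509. Compared directly, KO-D differed from WT-D in 48 of the 677 genes at 0.05 (7.09%, against 5.53% of all tested genes), and at 0.01 limma called no gene in that comparison, edgeR's quasi-likelihood test 85 and DESeq2 899. The test of the difference in the diabetes effect between genotypes called 0 of 18461 genes at 0.05 in limma (smallest adjusted p 0.0771, 2688 at an unadjusted p under 0.05) and 0 with edgeR's quasi-likelihood test, while DESeq2 called 685 and the likelihood ratio test 736. The paper states that the knockout prevented several of the diabetic alterations. It also reports genes that differed between WT-C and WT-D and not between WT-C and KO-D. In its discussion the paper goes further and holds that most altered transcripts were normalized in diabetic knockout mice. Here 83.9% of the WT-D calls at 0.01 were also called in the same direction in KO-D against WT-C, and 63.8% in KO-D against KO-C.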

### ANRIL regulates multiple DN related transcripts

We then sought to identify specific pathways that are altered in DN. We used KEGG and Reactome pathway analyses for those genes differentially expressed between WT-C and WT-D mice. Both KEGG and Reactome pathway analyses at P < 0.05 level showed a large number of alterations of transcripts (S1A and S2A Figs). 

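Diabetic wild-type kidneys raised genes of matrix, inflammation and interferon signaling and lowered some genes of tubular metabolism (WT-D against WT-C, limma, n = 3 mice per group). Nid1, a basement membrane protein, rose from 9.11 ± 2.43 to 46.3 ± 2.56 CPM (log2 change 2.37, SE 0.21, adjusted p 2.6e-05), and Csf1, the growth factor of macrophages, from 3.11 ± 0.262 to 18.4 ± 4.21 CPM (2.51, SE 0.19, adjusted p 9.4e-06). Miox, which breaks down inositol in the proximal tubule, fell from 1087 ± 25.0 to 544 ± 134 CPM (log2 change -1.03, SE 0.20, adjusted p 0.0037). Of 49 tested genes of AGE-RAGE signaling, 22 were higher, 0 lower and 27 not called at an adjusted p of 0.05 (24 higher adjusted over the list alone), among them Vcam1 (2.69) and Stat3 (1.13). The median log2 change was 0.79, with a camera adjusted p of 3.0e-07 at the preset correlation and 0.125 with an estimated correlation. Of 37 NF-kB targets 20 were higher, 0 lower and 17 not called (23 adjusted over the list alone), with a median of 1.23 (camera 3.7e-11, estimated correlation 0.125). Of 42 apoptosis genes 16 were higher, 2 lower and 24 not called (the same counts adjusted over the list alone), with a median of 0.27 (camera 0.00652, estimated correlation 0.145). The death receptor Tnfrsf10b (2.08) and the protease Ctsk were among the higher. Fatty acid oxidation had 3 higher, 12 lower and 26 not called of 41 genes (3 and 14 adjusted over the list alone), with a median of -0.32 (camera 0.0133, estimated correlation 0.456) that turned to 0.07 on unscaled CPM. Amino acid catabolism had 1 higher, 20 lower and 17 not called of 38 (1 and 21 adjusted over the list alone, median -0.52, camera 1.6e-08, estimated correlation 0.223), and Hpd, of tyrosine breakdown, fell by 1.71. Among 884 Reactome sets, 43 held more of the genes called at 0.01 than chance at an adjusted Fisher exact p of 0.01. The first were Extracellular matrix organization (64 of 206 genes called, 63 of them higher, 1.3e-14) and Interferon Signaling (43 of 112 genes, 2.7e-13).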

Of specific relevance to DN (WT-C vs. WT-D; P < 0.01), these transcripts include metabolic pathways, apoptosis, extracellular matrix protein synthesis and degradation, NFKB related pathways, AGE-RAGE interaction pathways etc. (Fig 3A and 3E). The detailed listings of these pathways and transcripts are in the S1 Table (KEGG analysis; WT-C vs. WT-D) and in S2 Table (Reactome analysis; WT-C vs. WT-D). ANRIL KO prevented majority of these pathways in the diabetic animals. 

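In KO-D mice most matrix genes and nearly all interferon-stimulated genes were higher than in WT-C (limma, n = 3 mice per group). Values after camera and after estimated correlation are camera adjusted p-values, at the preset and at an estimated correlation. Of 48 tested genes of the collagens and matrix list, 30 were higher, 0 lower and 18 not called at an adjusted p of 0.05 in KO-D (35 higher adjusted over the list alone), with a median log2 change of 1.20 (camera adjusted p 1.9e-08, estimated correlation 0.308). Compared directly, 3 of the 48 were lower in KO-D than in WT-D and 45 not called (9 lower adjusted over the list alone, median -0.47, camera 2.2e-04, estimated correlation 0.902). The mean log2 level of the list relative to WT-C was 0.69 in KO-D replicate 1, 1.48 and 1.17 in the other KO-D mice and 1.46 to 1.92 in WT-D. Without KO-D replicate 1 the direct comparison called 0 of the 48 (median -0.30), and with each library's trend on GC content and length removed it also called 0 (median -0.33). Of 49 interferon-stimulated genes 48 were higher, 0 lower and 1 not called (48 adjusted over the list alone, median 2.93, camera 6.8e-25, estimated correlation 0.274), and Oasl1, an antiviral protein, was at 16.4 ± 6.06 CPM in KO-D and 14.8 ± 4.81 in WT-D. Between KO-D and WT-D directly 0 of these 49 were called (0 adjusted over the list alone, median 0.37, camera 7.4e-04, estimated correlation 0.902), and the median was -0.05 without WT-D replicate 3. For NF-kB targets the counts were 23 higher, 1 lower and 13 not called of 37 (23 and 2 adjusted over the list alone, median 1.15, camera 1.2e-06, estimated correlation 0.308). AGE-RAGE signaling had 22 higher, 3 lower and 24 not called of 49 (the same counts adjusted over the list alone, median 0.63, camera 2.2e-04, estimated correlation 0.301). Apoptosis had 16 higher, 8 lower and 18 not called of 42 (17 and 8 adjusted over the list alone, median 0.23, camera 0.0454, estimated correlation 0.308). With the genes called at 0.01, 60 Reactome sets passed an adjusted Fisher exact p of 0.01 in KO-D against WT-C, and 9 of the 43 sets of WT-D (20.9%) were among them. With the genes called at 0.05, 75 sets passed, and 52 of 113 sets of WT-D (46.0%) were among them. Extracellular matrix organization held 62 called genes in KO-D against WT-C, 53 higher and 9 lower, and did not pass (adjusted Fisher exact p 0.527). Against KO-C it held 43 called genes. Interferon Signaling held 48 in KO-D against WT-C (adjusted Fisher exact p 0.00237). A set's p depends on all genes called, which were 1537 in WT-D and 4320 in KO-D.

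**Figure D3:**
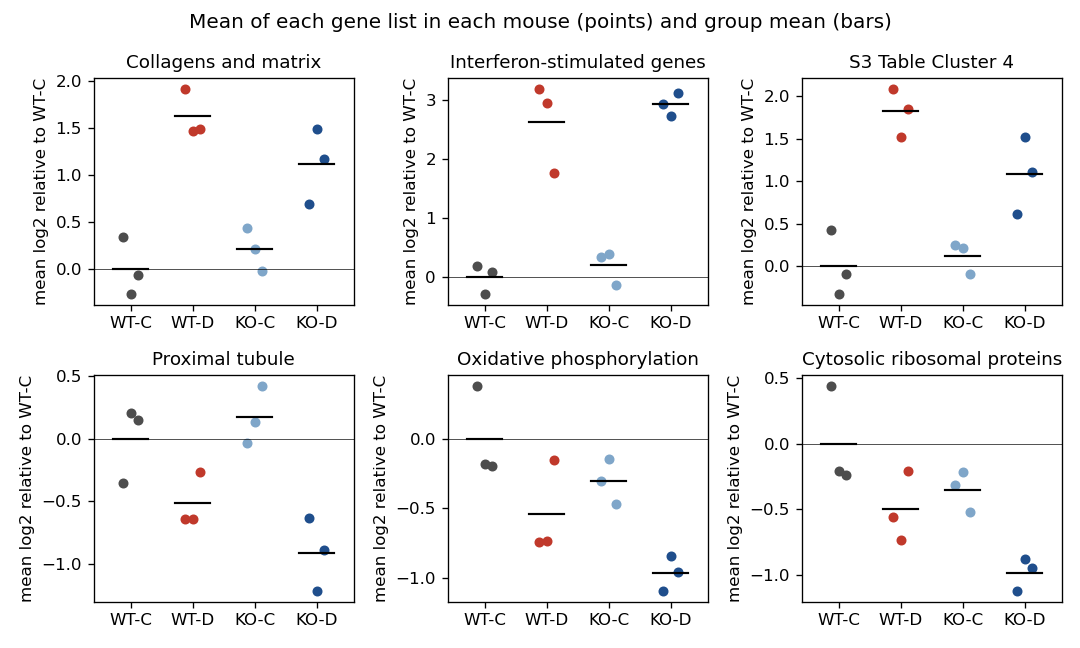
Mean log2 expression of the genes of 6 lists in each mouse, relative to the mean of the WT-C mice (3 mice per group). The interferon-stimulated genes have median changes against WT-C of 2.65 in WT-D and 2.93 in KO-D.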

At the P < 0.01 level, a main group of transcripts which were not normalized in KEGG or Reactome analysis were mRNAs related to metabolic pathways in the diabetic animals (Fig 3C and 3G). 

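Many metabolic genes were lower in KO-D than in WT-C (limma, n = 3 mice per group). Each value after estimated correlation is the camera adjusted p with that setting. Miox was at 324 ± 64.2 CPM in KO-D, a log2 change of -1.76 (SE 0.20, adjusted p 6.2e-05), and pyruvate carboxylase (Pcx) fell from 558 ± 95.1 CPM in WT-C to 117 ± 33.1 in KO-D (-2.27, SE 0.27, adjusted p 7.8e-05). Of 71 tested genes of oxidative phosphorylation, 55 were lower and 16 not called at an adjusted p of 0.05 in KO-D (62 lower adjusted over the list alone, median -0.85, camera adjusted p 7.8e-15, estimated correlation 0.315). The KO-D libraries differed from the WT-C libraries in their trends on gene length (mean slope 0.17 against -0.15 per doubling) and GC content (-0.28 against 0.04 per 10 points), and with both trends removed 44 were lower (median -0.55). Cytosolic ribosomal proteins fell too, with 64 of 81 lower (68 adjusted over the list alone, median -0.93, camera 2.0e-16, estimated correlation 0.315). For oxidative phosphorylation the counts were 12 lower and 59 not called in WT-D against WT-C (34 adjusted over the list alone, median -0.55, camera 8.3e-13, estimated correlation 0.30). The count in WT-D depended on single libraries, with 3 lower without WT-C replicate 1 (median -0.39), 1 without WT-D replicate 1 (-0.45) and 56 without WT-D replicate 3 (-0.72). Between KO-D and WT-D directly, 13 of the 71 were lower (22 adjusted over the list alone, median -0.28, camera 3.8e-05, estimated correlation 0.902), with 5 once each library's trend on GC content and length was removed, 0 without WT-D replicate 1 and 1 without KO-D replicate 1. The counts for fatty acid oxidation in KO-D were 3 higher, 21 lower and 17 not called of 41 (the same counts adjusted over the list alone, median -0.45, camera 0.00117, estimated correlation 0.357), and for amino acid catabolism 1 higher, 26 lower and 11 not called of 38 (1 and 30 adjusted over the list alone, median -0.76, camera 8.9e-08, estimated correlation 0.308). The TCA cycle had 12 lower and 13 not called of 25 (12 adjusted over the list alone, median -0.53, camera 1.3e-04, estimated correlation 0.322). On unscaled CPM the median of fatty acid oxidation was 0.09 and that of the TCA cycle 0.01. The proximal tubule list, which holds Miox, had 23 lower and 11 not called of 34 (24 adjusted over the list alone, median -0.94, camera 5.0e-07, estimated correlation 0.310). The first Reactome sets in KO-D against WT-C were Metabolism, with 445 of 1299 genes called and 325 of these lower (adjusted Fisher exact p 3.0e-09), and Mitochondrial translation elongation, with 47 of 80 genes called and all lower (1.9e-07). Neither was among the 43 sets of WT-D against WT-C, and the set test did not remove the trends on GC content and length. Against KO-C, Metabolism held 371 called genes, 287 of them lower (4.5e-13).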

Given that these animals are hyperglycemic, the finding the transcripts in metabolic pathways in pathway analysis that were not normalized is not surprising (Fig 3).

**Fig 3:**
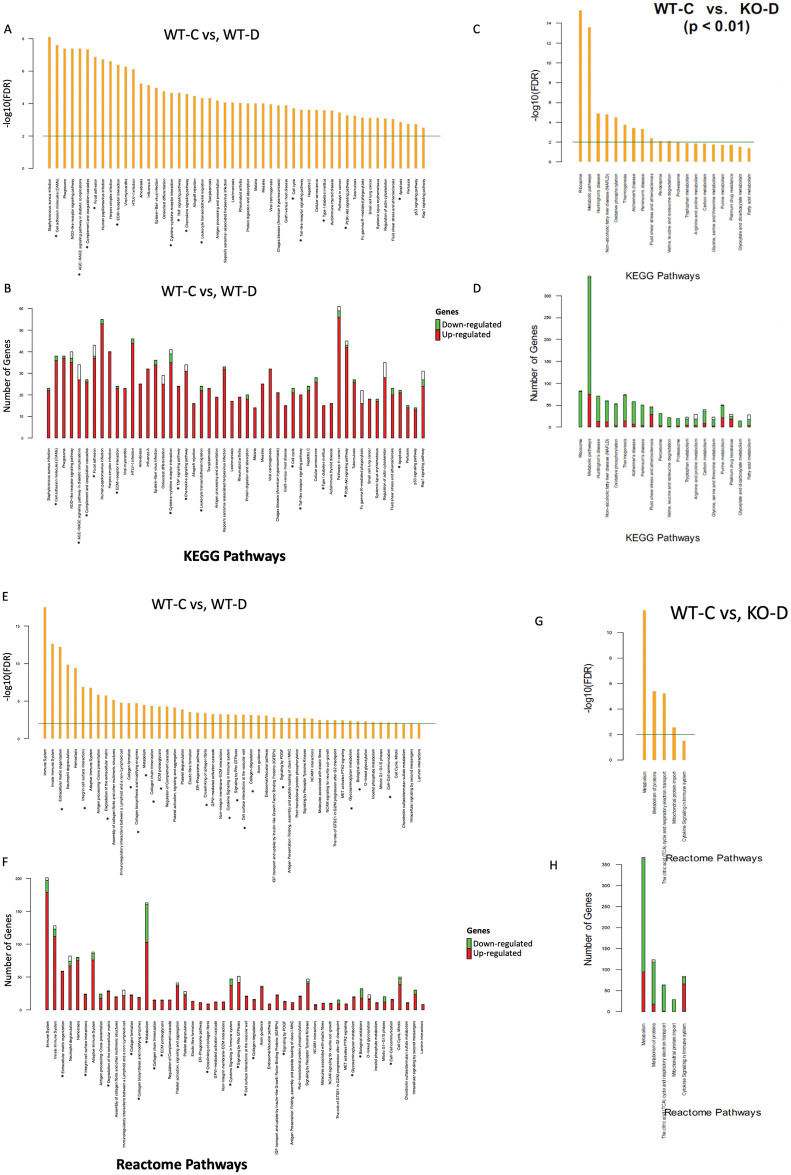
Top-ranked pathways and number of significant genes from each pathway. (A) Significant KEGG pathways enriched for genes differentially expressed (adjusted p < 0.01) between wild-type controls and wild-type diabetes mice (WT-C vs. WT-D), and (B) the number of down-regulated (green), up-regulated (red) and non-significant (white) genes mapped to each pathway. (C) KEGG pathway analysis showed that metabolic pathway is enriched for genes differentially expressed (adjusted p < 0.01) between wild-type controls and knockout diabetic mice (WT-C vs. KO-D), and (D) the number of down-regulated (green), up-regulated (red) and non-significant (white) genes mapped to each pathway. List of top Reactome pathways for WT-C vs. WT-D (E) and WT-C vs. KO-D (G), and the number of genes mapped to each pathway (F, H). Down-regulated and up-regulated genes are shown in green and red, respectively. Both KEGG (A) and Reactome (E) pathway analyses showed alterations (p<0.01) of transcripts related to multiple biological pathways in the kidneys in diabetes. The majority of these, except for the transcripts related to metabolic pathways in KEGG analyses, were corrected in the ANRIL KO mice (C). Reactome analyses also confirmed similar patterns (G). (C = non-diabetic control, D = poorly controlled diabetic, WT = wild type, KO = ANRIL knockout, * = some pathways known to alter in diabetic kidney diseases, Horizontal line = FDR of 0.01, the analyses related to genes differentially expressed at the level of P<0.05 have been depicted in S1 Fig). The detailed listings of these transcripts are in the supplementary tables (S1 and S2 Tables).

Overall, these data indicate that lncRNA ANRIL regulate multiple transcripts with pathogenetic role in DN. Furthermore, it is of particular interest that compared to the normal (WT) animal ANRIL KO mice without diabetes had no significant alterations with respect to mRNA expression at the basal level.

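In mice without diabetes no gene of the 41 lists was called between KO-C and WT-C in limma at an adjusted p of 0.05 over all genes tested (n = 3 mice each). Adjusted over the list alone, 1 gene passed, Mtap of the ANRIL locus neighbours, which was at 23.5 ± 0.890 CPM in WT-C and 18.9 ± 2.12 in KO-C (log2 change -0.32, SE 0.12). As whole sets, 9 lists differed in camera at the preset correlation. Cytosolic ribosomal proteins (median log2 change -0.37, camera adjusted p 1.5e-14), oxidative phosphorylation (-0.34, 2.6e-10), mitochondrially encoded genes (-0.48, 4.4e-06) and T and NK cells (-0.32, 0.00858) were lower in KO-C. The cell cycle list (0.39, 7.5e-08), podocytes (0.35, 0.0202), endothelium (0.30, 0.0487), immediate early and heat shock genes (0.45, 0.0116) and Cluster 1 of S3 Table (0.43, 8.5e-13) were higher. The genes of Cluster 1 were chosen by the study as changed against these same WT-C libraries, so its p is not an independent test. With an estimated correlation 0 lists passed (smallest adjusted p 0.872), and fry, which tests whether a list moves one way, called 0. Without WT-C replicate 1, camera called 15 lists at the preset correlation, and the medians were -0.18 for cytosolic ribosomal proteins, -0.16 for oxidative phosphorylation, -0.32 for mitochondrially encoded genes and 0.11 for podocytes. Changes between KO-C and WT-C followed gene length (Spearman 0.349 over protein-coding genes), and with each library's trend on GC content and length removed the medians were -0.23 for cytosolic ribosomal proteins, -0.14 for oxidative phosphorylation and -0.10 for mitochondrially encoded genes.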

### Protein-protein interactions and cluster analysis

We performed protein-protein interaction (PPI) network analysis using STRING in order to uncover relationships between various differentially expressed transcripts in DN (adjusted p value < 0.01). We observed that the transcripts that were differentially significant between wild-type diabetes and wild-type controls (WT-C vs. WT-D) formed multiple sub-networks (Fig 4A). These finding suggest that there are extensive interaction of multiple molecules and pathways, which works in a co-ordinated fashion to produce diabetes induced changes in the kidneys.

**Fig 4:**
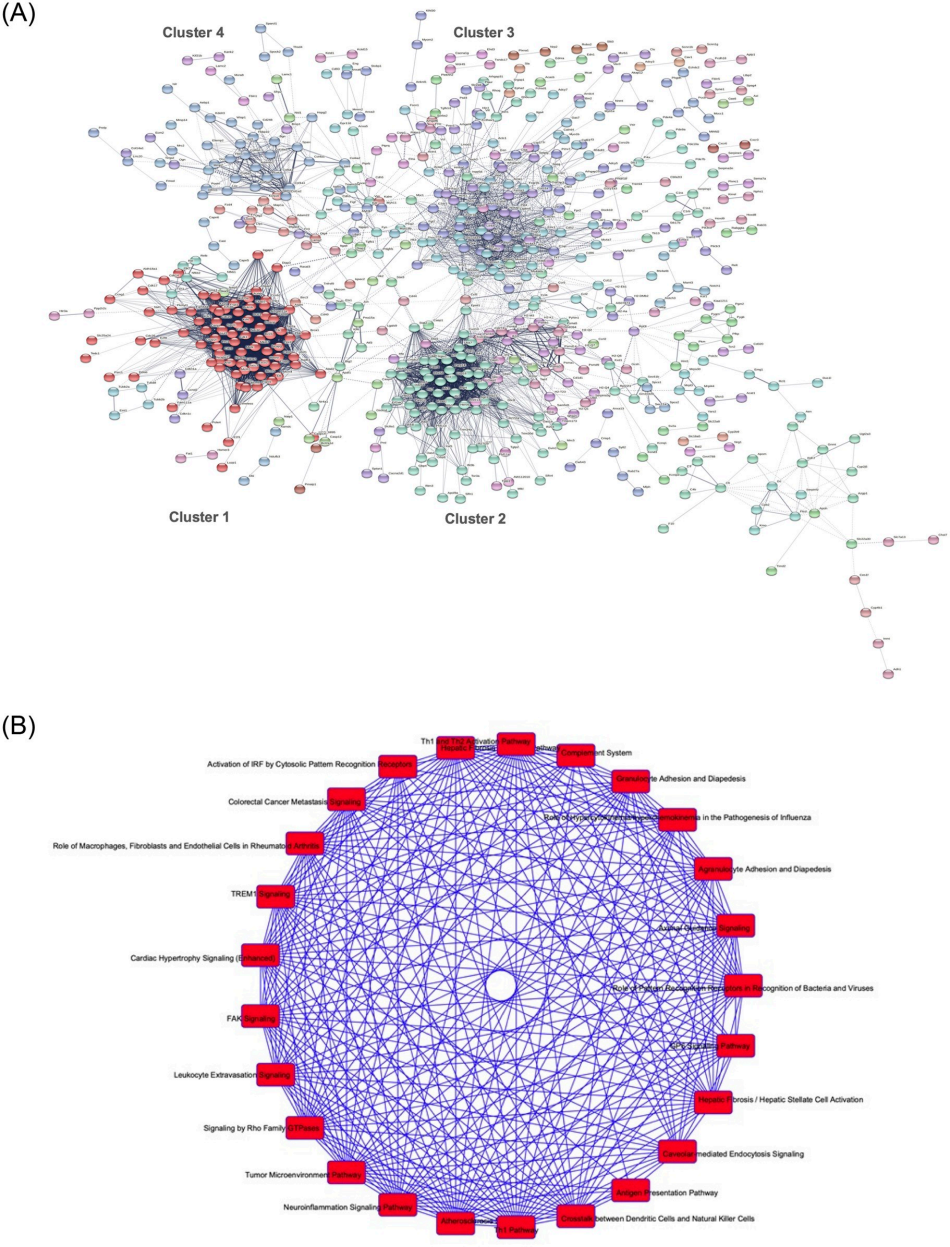
Cluster analysis. Cluster analyses showing when comparing (A) Wild-type diabetic with wild-type non-diabetic controls (WT-C vs. WT-D), the differentially expressed transcripts were organized in at least 4 major clusters (with > 25 genes within each cluster). However, when (B) Overlaps of enriched IPA canonical pathways. Interactions of enriched canonical pathways are shown for wild-type controls vs. diabetes (WT-C vs. WT-D). Each node corresponds to one canonical pathway, and the lines connecting pathways indicate interactions. Nodes (i.e. pathways) are colored based on their significance levels; such that darker nodes represent more significant pathways. Threshold of significance was defined as FDR < 0.01.

We further undertook a cluster analysis using MCL to identify the major clusters of differentially expressed transcripts in our PPI network. Such analyses revealed that four major clusters (with 29, 31, 70 and 81 genes per cluster) existed in the PPI network of the differentially expressed genes in the renal tissues in DN. 

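Nearly all genes that S3 Table lists for 4 clusters were higher in WT-D than in WT-C, and most were also higher in KO-D (limma, adjusted p of 0.05, n = 3 mice per group). The table lists fewer genes in all than the clusters hold. Camera adjusted p-values are given at the preset correlation and then, after the words estimated correlation, with that setting. The genes were chosen by the study on these samples, so their counts, also those adjusted over the list alone, and their camera p-values are not independent evidence. Cluster 1, of cell division, had 71 higher and 2 lower of 73 tested genes in WT-D against WT-C (the same counts adjusted over the list alone, median log2 change 1.71, camera adjusted p 8.5e-34, estimated correlation 0.0316) and 70 higher, 2 lower and 1 not called in KO-D against WT-C. Its gene Tpx2, a spindle assembly factor, rose from 0.299 ± 0.118 CPM in WT-C to 3.10 ± 0.769 in WT-D and 3.57 ± 0.603 in KO-D. Cluster 2, of interferon responses, had 52 of 52 higher in both (52 adjusted over the list alone, median 2.31 in WT-D, camera 6.5e-29, estimated correlation 0.125, and 2.79 in KO-D). Without WT-D replicate 3 the median in WT-D was 2.74. Cluster 3, of phagocytes, had 19 higher and 1 lower of 20 in both (the same counts adjusted over the list alone, median 1.76 in WT-D, camera 3.7e-10, estimated correlation 0.176, and 1.48 in KO-D), with Pld4, an endosomal nuclease, at 2.02 ± 0.518 CPM in WT-C, 8.89 ± 3.96 in WT-D and 7.38 ± 2.01 in KO-D. Cluster 4, of collagens and their processing, had 25 of 25 higher in WT-D (25 adjusted over the list alone, median 1.84, camera 1.3e-15, estimated correlation 0.136). In KO-D 18 were higher and 7 not called (20 higher adjusted over the list alone, median 1.10, camera 1.2e-06, estimated correlation 0.315), and Aebp1, a regulator of fibroblasts, went from 12.9 ± 1.45 CPM in WT-C to 42.9 ± 11.2 in WT-D and 28.4 ± 5.54 in KO-D. Between KO-D and WT-D directly 0 of the 25 were called over all genes and 15 were lower adjusted over the list alone (median -0.72, camera 2.7e-06, estimated correlation 0.902).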

A diagrammatic representation of these clusters is shown in Fig 4A.

We reasoned that each cluster of highly interacting genes in WT-C vs WT-D PPI network (Fig 4A) may have their own distinct functions, that might be obscured when we consider all genes in the network together. We, therefore, identified KEGG and Reactome pathways, molecular functions and biological processes of each individual cluster (S3 Table). A detailed listing of the top KEGG pathways for each of the four major clusters is presented in Table 1. 

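Collagen genes, Tgfb1, the PDGF receptors and some PARP genes rose in WT-D against WT-C (limma, n = 3 mice per group, TMM-scaled CPM as mean ± SD). For the lists, a value after estimated correlation is the camera adjusted p with that setting. Col1a1, a chain of fibrillar collagen (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042 in mm10), rose from 2.02 ± 0.811 to 12.9 ± 6.54 CPM (log2 change 2.52, SE 0.43, adjusted p 0.00206). In KO-D it was at 4.70 ± 1.97 CPM, a change of 1.16 against WT-C (adjusted p 0.0472) that no longer passed once any of WT-C replicate 2 or 3, WT-D replicate 1, KO-C replicate 2 or KO-D replicate 2 or 3 was left out (adjusted p 0.0510 to 0.172 over these). Col4a1, of the basement membrane (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826), rose from 61.4 ± 5.07 to 144 ± 26.7 CPM (1.21, SE 0.18, adjusted p 8.6e-04) and was at 94.2 ± 20.4 in KO-D (0.60, adjusted p 0.0183, and 0.0819 without KO-D replicate 2, 0.0565 without WT-C replicate 1 and 0.0535 without KO-D replicate 3). Against KO-C, neither of these collagens was called in KO-D (Col1a1 0.81, adjusted p 0.174, and Col4a1 0.21, adjusted p 0.403). Of the other collagens of Table 1, Col1a2 (1.31, adjusted p 0.0148), Col5a2 (1.10, 0.0115), Col6a1 (1.07, 0.0385) and Col6a2 (1.03, 0.0404) were called as higher against KO-C. Col4a2 (0.45, adjusted p 0.0718) and Col5a1 (0.98, adjusted p 0.0579) were not. Tgfb1, the main fibrosis-promoting cytokine (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077), rose from 2.48 ± 0.301 to 5.32 ± 0.876 CPM (1.06, SE 0.23, adjusted p 0.0065) and stood at 4.72 ± 1.15 in KO-D (0.88, adjusted p 0.00863). Of 48 tested genes of collagens and matrix, 40 were higher and 8 not called at an adjusted p of 0.05 in WT-D (41 adjusted over the list alone, median 1.82, camera adjusted p 1.9e-17, estimated correlation 0.125), and 32 were higher without WT-D replicate 1 (median 1.64). Of 20 TGF-beta genes 11 were higher and 9 not called (13 adjusted over the list alone, median 1.08, camera 9.9e-06, estimated correlation 0.0316). The receptor Pdgfrb, a growth signal of pericytes and mesangial cells, rose from 8.89 ± 1.95 to 29.9 ± 5.10 CPM (1.75, SE 0.22, adjusted p 3.6e-04) and Pdgfra by 1.63 (SE 0.39, adjusted p 0.0113). Of the 6 tested PDGF genes 4 were higher and 2 not called (4 adjusted over the list alone, median 0.82, camera 0.0142, estimated correlation 0.125). Of 13 PARPs 5 were higher, 1 lower and 7 not called (6 and 1 adjusted over the list alone, median 0.23, camera 0.0969, estimated correlation 0.30), and without WT-D replicate 1 3 were higher and 0 lower. The study chose the PDGF and PARP genes on these samples, so these counts are not independent evidence. Parp14, a partner of interferon signaling, rose from 3.84 ± 0.587 to 31.5 ± 16.3 CPM (2.86, SE 0.32, adjusted p 1.4e-04), while Parp1, the main sensor of DNA breaks, was not called (-0.08, adjusted p 0.712).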

Some of the key genes and pathways altered in diabetes were identified in these clusters including collagens, TGFβ, PDGFR, PARPs, along with molecules which haven’t been characterised yet in the context of DN.

**Table 1:** STRING protein-protein interaction networks for WT-C vs. WT-D.

**A Cluster 1 (Red)**			
**KEGG Pathway**	**Observed Gene Count**	**False Discovery Rate (FDR)**	**Matching Proteins**
Cell cycle	16	2.60E-18	Cdc20,Cdk1,Mcm4,Pkmyt1,Mcm6,Bub1,Ccnb2,Bub1b,Mcm3,Espl1,Ttk,Ccnb1,Cdc26,Cdc6,E2f1,Mcm5
Oocyte meiosis	9	1.55E-08	Cdc20,Cdk1,Pkmyt1,Sgol1,Bub1,Ccnb2,Espl1,Ccnb1,Cdc26
DNA replication	6	1.37E-07	Pole,Mcm4,Mcm6,Mcm3,Pole4,Mcm5
Progesterone-mediated oocyte maturation	6	1.81E-05	Cdk1,Pkmyt1,Bub1,Ccnb2,Ccnb1,Cdc26
p53 signaling pathway	5	6.37E-05	Cdk1,Ccng1,Ccnb2,Ccnb1,Gtse1
HTLV-I infection	7	0.00059	Cdc20,Pole,Ccnb2,Bub1b,Cdc26,Pole4,E2f1
MicroRNAs in cancer	4	0.0134	Brca1,Ccng1,Cdca5,E2f1
Platinum drug resistance	3	0.0195	Brca1,Top2a,Birc5
Cellular senescence	4	0.0222	Cdk1,Ccnb2,Ccnb1,E2f1
Base excision repair	2	0.0371	Pole,Pole4
Homologous recombination	2	0.0459	Brca1,Rad51
**B Cluster 2 (Aquamarine)**			
**KEGG Pathway**	**Observed Gene Count**	**False Discovery Rate (FDR)**	**Matching Proteins**
Influenza A	13	3.52E-13	Rsad2,Eif2ak2,Irf7,Ifih1,Oas3,Ddx58,Cxcl10,Oas2,Oas1a,Oas1g,Stat2,Adar,Irf9
Measles	11	1.27E-11	Eif2ak2,Irf7,Ifih1,Oas3,Ddx58,Oas2,Oas1a,Oas1g,Stat2,Adar,Irf9
Herpes simplex infection	12	3.10E-11	Eif2ak2,Irf7,Ifih1,Oas3,Ddx58,Oas2,Sp100,Oas1a,Oas1g,Ifit1,Stat2,Irf9
NOD-like receptor signaling pathway	11	5.80E-11	Irf7,Oas3,Gbp7,Oas2,Oas1a,Oas1g,Stat2,Gbp3,Ifi204,Tmem173,Irf9
Hepatitis C	10	1.53E-10	Eif2ak2,Irf7,Oas3,Ddx58,Oas2,Oas1a,Oas1g,Ifit1,Stat2,Irf9
RIG-I-like receptor signaling pathway	7	1.89E-08	Dhx58,Irf7,Ifih1,Ddx58,Cxcl10,Isg15,Tmem173
Cytosolic DNA-sensing pathway	6	0.000000287	Irf7,Zbp1,Ddx58,Cxcl10,Adar,Tmem173
Necroptosis	5	0.00061	Eif2ak2,Zbp1,Mlkl,Stat2,Irf9
Human papillomavirus infection	6	0.0024	Eif2ak2,Oasl1,Oasl2,Isg15,Stat2,Irf9
Hepatitis B	4	0.0035	Irf7,Ifih1,Ddx58,Stat2
Kaposi’s sarcoma-associated herpesvirus infection	4	0.0104	Eif2ak2,Irf7,Stat2,Irf9
Viral carcinogenesis	4	0.0104	Eif2ak2,Irf7,Sp100,Irf9
TNF signaling pathway	3	0.0118	Cxcl10,Mlkl,Ifi47
**C Cluster 3 (Sky Blue)**			
**KEGG Pathway**	**Observed Gene Count**	**False Discovery Rate (FDR)**	**Matching Proteins**
Leishmaniasis	5	4.28E-06	Itgb2,Cybb,Itga4,Fcgr3,Ncf2
Phagosome	5	1.80E-04	Itgb2,Cybb,Ctss,Fcgr3,Ncf2
Tuberculosis	5	1.80E-04	Itgb2,Ctss,Il10ra,Fcer1g,Fcgr3
Leukocyte transendothelial migration	4	5.50E-04	Itgb2,Cybb,Itga4,Ncf2
Osteoclast differentiation	3	1.38E-02	Lilrb4,Fcgr3,Ncf2
Cell adhesion molecules (CAMs)	3	0.0238	Itgb2,Cd86,Itga4
Intestinal immune network for IgA production	2	0.0238	Cd86,Itga4
Staphylococcus aureus infection	2	0.0294	Itgb2,Fcgr3
**D Cluster 4 (Cornflower Blue)**			
**KEGG Pathway**	**Observed Gene Count**	**False Discovery Rate (FDR)**	**Matching Proteins**
Protein digestion and absorption	8	7.61E-12	Col6a1,Col6a2,Col1a1,Col5a1,Col1a2,Col4a1,Col4a2,Col5a2
ECM-receptor interaction	7	1.55E-10	Col6a1,Col6a2,Col1a1,Col1a2,Col4a1,Col4a2,Hspg2
Focal adhesion	6	1.19E-06	Col6a1,Col6a2,Col1a1,Col1a2,Col4a1,Col4a2
Human papillomavirus infection	6	1.94E-05	Col6a1,Col6a2,Col1a1,Col1a2,Col4a1,Col4a2
PI3K-Akt signaling pathway	6	1.96E-05	Col6a1,Col6a2,Col1a1,Col1a2,Col4a1,Col4a2
AGE-RAGE signaling pathway in diabetic complications	4	0.0000286	Col1a1,Col1a2,Col4a1,Col4a2
Amoebiasis	4	0.0000295	Col1a1,Col1a2,Col4a1,Col4a2
Relaxin signaling pathway	4	0.0000582	Col1a1,Col1a2,Col4a1,Col4a2
Proteoglycans in cancer	4	0.00026	Col1a1,Col1a2,Dcn,Hspg2
Small cell lung cancer	2	0.0115	Col4a1,Col4a2
Platelet activation	2	0.0178	Col1a1,Col1a2

Canonical pathway and sub-network analysis using IPA: We carried our further analyses using QIAGEN IPA software. Our analyses showed that a large number of transcripts in overlapping canonical pathways are altered in the kidneys in diabetes. 

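Most genes of the interferon, antigen presentation, cell cycle, macrophage, tubular injury and podocyte lists were higher in diabetic wild-type kidneys, and fewer of the proximal tubule list were lower (WT-D against WT-C, limma, adjusted p of 0.05, n = 3 mice per group). The values after camera and estimated correlation are both camera adjusted p-values, at the preset and at an estimated correlation. Tap1, which feeds peptides to class I molecules, rose from 4.53 ± 0.450 to 21.6 ± 8.52 CPM (log2 change 2.16, SE 0.24, adjusted p 1.2e-04), and Slc22a8, an organic anion transporter of the proximal tubule, fell from 510 ± 185 to 155 ± 33.3 CPM (-1.66, SE 0.32, adjusted p 0.00359). All 49 tested interferon-stimulated genes were higher (49 adjusted over the list alone, camera adjusted p 2.1e-28, estimated correlation 0.125). Antigen presentation had 16 higher and 2 not called of 18 (18 adjusted over the list alone, median 1.18, camera 9.7e-11, estimated correlation 0.125). The cell cycle list had 33 higher and 7 not called of 40 (35 adjusted over the list alone, median 1.52, camera 4.4e-18, estimated correlation 0.125). For macrophages the counts were 19 higher and 5 not called of 24 (20 adjusted over the list alone, median 1.77, camera 3.7e-10, estimated correlation 0.202), with Ctss, a lysosomal protease, at a log2 change of 2.10. Fewer of the 24 were higher without WT-D replicate 1. Tubular injury markers had 12 higher and 7 not called of 19 (13 adjusted over the list alone, median 1.59, camera 6.0e-08, estimated correlation 0.125), and Clu, a chaperone released by injured tubules, rose from 87.6 ± 10.5 to 347 ± 6.72 CPM. Podocytes had 12 higher and 3 not called of 15 (12 adjusted over the list alone, median 1.57, camera 4.7e-08, estimated correlation 0.125), with Nphs1, a protein of the slit diaphragm, at 2.12. The proximal tubule list had 10 lower and 24 not called of 34 (1 higher and 13 lower adjusted over the list alone, median -0.53, camera 5.5e-06, estimated correlation 0.30). Over its genes with a log2 change of at least 1 in the other WT-D libraries, WT-D replicate 3 showed 29.9% of that change as a median.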

Fig 4B depicts overlaps of enriched IPA canonical pathways for wild-type control vs. wild-type diabetic mice (WT-C vs. WT-D). As Fig 4B suggests the canonical pathways in WT-C vs. WT-D are highly overlapping. This implies that the altered transcripts are normally expressed in tissues, in diabetes, they are overexpressed causing subsequent tissue damage and development of DN.

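Genes raised in diabetes for the most part had reads in control kidneys too, at low levels. Of the 2538 genes higher in WT-D than in WT-C at an adjusted p of 0.05 (limma, n = 3 mice per group), 2400 (94.6%) had reads in each of the 3 WT-C libraries and 24 had none in any. At 0.01 these were 1127 of 1190 (94.7%) and 14. A single read was enough here, and only genes past the filter on low counts were tested, which by itself makes such shares high. The share over all tested genes is not given, so these shares were not shown to be particular to raised genes. The median level in WT-C was 1.74 CPM for the higher and 43.2 CPM for the lower genes at 0.05, and 1.69 and 60.3 CPM at 0.01. The median log2 change of the higher genes was 1.31 at 0.05. Of the 155 arrows that Table 2 draws for network molecules, 147 belong to tested genes. All 147 had the drawn direction in WT-D against WT-C, and 140 were called at 0.01. These molecules were chosen by the study on these samples. In KO-D against WT-C 121 of them were called at 0.01 in the drawn direction, and in KO-D against KO-C 97.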

We further used QIAGEN IPA software to identify the top-ranked networks, and their relevant molecules and top diseases and functions for WT-C vs. WT-D (Table 2). Fig 5 shows networks 3, 4 and 17 of Table 2. These networks correspond to TGFβ1, VEGF and collagen molecules. 

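Of the molecules printed in Table 2 for the 3 networks of TGF-beta1, VEGF and collagens, a part was still changed in KO-D (limma, adjusted p of 0.01, n = 3 mice per group). These rows of Table 2 print neither TGFB1 nor a VEGF gene, so their arrows do not stand for the whole networks. Of the molecules with an arrow in Table 2, 5 of 6 in network 3, 9 of 9 in network 4 and 8 of 8 in network 17 were called in the drawn direction in WT-D against WT-C. In KO-D against WT-C these were 4, 6 and 3 at 0.01 and 6, 8 and 7 at 0.05, in KO-D against KO-C they were 3, 4 and 2 at 0.01 and 5, 5 and 7 at 0.05, and the median ratio of the KO-D to the WT-D change against WT-C was 0.88, 0.86 and 0.62. The difference between these ratios was not tested. The molecules were chosen by the study on these samples. Vegfa, the main angiogenic factor of podocytes (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369 in mm10), was at 71.3 ± 14.4 CPM in WT-C and 67.3 ± 13.5 in WT-D and was not called (log2 change -0.08, SE 0.17, adjusted p 0.752, and 0.30 on unscaled CPM). Vegfd, a ligand that promotes lymphatic growth, rose from 2.30 ± 0.136 to 6.38 ± 0.433 CPM in WT-D (1.43, SE 0.23, adjusted p 0.00126), and Nrp2, a VEGF co-receptor, from 6.06 ± 1.63 to 21.2 ± 2.10 CPM (1.82, SE 0.23, adjusted p 2.9e-04). Both were also called in KO-D against WT-C, with log2 changes of 1.56 and 1.69. Of 10 genes of the VEGF list 6 were higher and 4 not called in WT-D (7 higher adjusted over the list alone, median 1.10). The camera adjusted p of this list was 0.00714 at the preset correlation and 0.294 with an estimated correlation.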

We selected these networks as these are well established molecules of pathogenetic significance in DN [1, 2, 5, 6].

**Fig 5:**
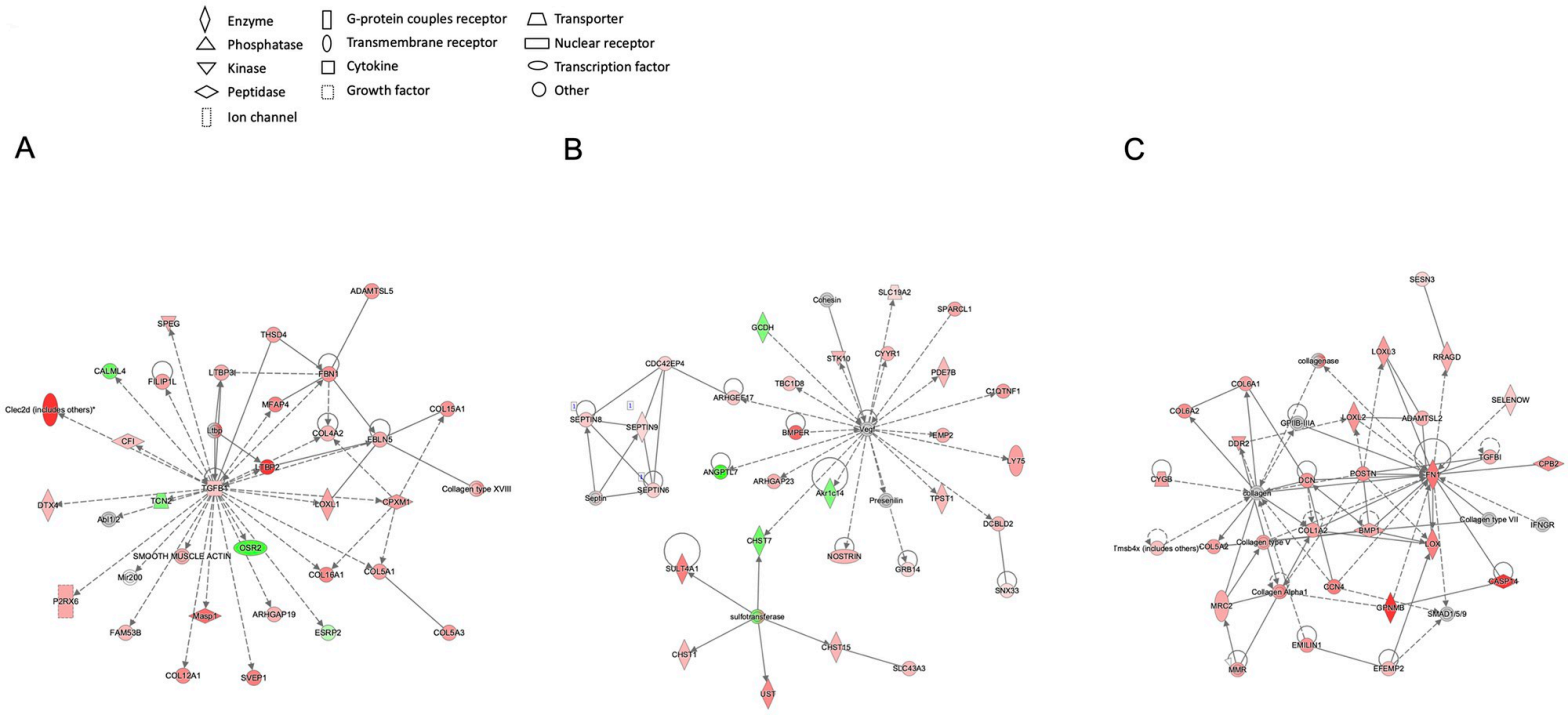
Gene interaction network maps. In the network, each gene or gene product is presented by a node, and the biological relationship between two nodes is presented by an edge between the two nodes. Color of the nodes indicate if they are down-regulated (green) or up-regulated (red). The darker colors show more significant genes and the lighter colors present less significant ones. Uncolored nodes represent genes that are not differentially expressed at a significant level in our dataset. However, they are presented in the network based on the evidence in the Ingenuity Pathways Knowledge Base, supporting their relationship to other genes in the network. The node shapes indicate their functions. The networks outlined here represent 3, 4 and 17 of Table 2, corresponding to A) TGFβ1, B) VEGF and C) collagen molecules. We selected these networks as these are well established molecules of pathogenetic significance in DN.

**Table 2:** Top-ranked sub-networks identified by QIAGEN IPA software for WT-C vs. WT-D. Up-regulated and down-regulated molecules are shown with up and down arrows, respectively.

Molecules in Network	Top Diseases and Functions
1. ↑ ASPM, ↑ BRCA1, ↑CCNB1, ↑ CDCA5, ↑ CDK1, ↑ CENPF, ↑ CEP55, Cop9 Signalosome, ↑ CYTH3, ↑ DLGAP5	Cell Cycle, Cellular Assembly and Organization
2. ↑ DTX3L, ↑ GBP3, ↑ GBP5, ↑ GBP6, ↑ GBP7, ↑ HERC6, ↑ lfi27l2a/lfi27l2b, ↑IFI44, ↑ IFIT1B, ↑ IFIT2	Antimicrobial Response, Immunological Disease
3. Abl1/2, ↑ ADAMTSL5, ↑ ARHGAP19, ↓ CALML4, ↑ Clec2d (includes others), ↑ COL12A1, ↑ COL15A1,	Cancer, Connective Tissue Disorders Organ
4. ↓ Akr1c14, ↓ ANGPTL7, ↑ ARHGAP23, ↑ ARHGEF17, ↑ BMPER, ↑ C1QTNF1, ↑ CDC42EP4, ↑ CHST1, ↑ CHST15	Carbohydrate Metabolism, Connective Tissue
5. 14-3-3, ↓ ACAT1, ↑ CYTH4, EGLN, ↑ EPAS1, ↑ ESYT1, CUFLNC, ↓ GUCD1, ↑HK2, ↑ ITGA4	Carbohydrate Metabolism, Cardiovascular System
6. ↑ ACSBG1, ↓ AKIP1, Akt, ↑ANGPTL2, ↑ ASTN2, ↑ ATP1B2, ↑ C1QC, ↑ C9orf116, ↑ CD93, ↑ CMTM7	Carbohydrate Metabolism, Molecular Transport
7. ↑ ALPK1, ↑ C1QTNF7, CD80/CD86, ↑ CLEC12a, ↑ CMPK2, ↑ Cxcl11, ↑ DDX58, ↑ DDX60, ↑EPSTI1	Antimicrobial Response Immunological Disease
8. ↑ ACTC1, ↑ ATAD2, ↑ ATP8B2, ATPase, Calmodulin, Cathepsin, ↑, CKAP2L, ↑ CTSC, ↓ CTSH, ↑ CTSK	Cellular Assembly and Organization
9. ↑ ANXA6, ↓ AS3MT, calpain, ↑ CAPNS, ↑ CAPN6, Cyclin E, ↑DENND2A, ↑ DLG4, ↑ EDN1, Fgfr	Cell Morphology, Cell-To-Cell Signaling
10. ↑ ACTA2, ↑ ACTN1, ↑ ANXA3, ↑ CAV1, ↑ CD44, Creb, ↑CSRP1, cytochrome-c oxidase, ↑ EFHC2, ↓ Gimap9	Cardiovascular System Development
11. ↑ ACAP2, ↑ ARHGAP28, ↑ BIRC3, CD3, ↑ CD300LD, ↑Ear2 (includes others), ↓ EBP, ↑ FIGNL1, ↑ FPR2, ↑ FTCD	Cell-To-Cell Signaling and Interaction
12. ↑ AEN, ↑ ANLN, ↓ APOM, ↑ ARHGAP11A, ↓ ARSG, AURK, ↑ BCHE, ↑ BTG2, ↑ C1orf198, Caspase 3/7	Cellular Assembly and Organization, Cellular Signaling
13. ↑ CDKL5, ↑ CLU, ↑ DLG2, ↑ DLGAP4, ↑ DSCAML1, ↑ FNY, glutathione transferase, Glutathione-S_transferase,	Cell-To-Cell Signaling and Interaction
14. ↑ ACSF2, ↓ ACSM5, Adaptor protein 1, adhesion molecule, Aldose Reductase, ↑ ALOX5, ↑ DOCK2, ↓ E2F5, Eif2,	Nervous System Development and Function
15. ADRB, Alpha 1 antitrypsin, ↑ANKRD1, ↑ASNS, ↑ ATF3, ↑ C3, ↑ C5AR1, ↓ CA4, CaMKII, ↑ DDIT3	Cell Death and Survival, Organismal Injury
16. ↓ ABHD14A, ↑ ADAR, atypical protein kinase C, ↑ AXL, BCR (complex), ↑ CLEC6A, ↑ CSF1, ↑ EFHD1, ↑ EPB41L2,	Cellular Movement, Hematological System Defect
17. ↑ ADAMTSL2, ↑ BMP1, ↑ CASP14, ↑ CCN4, ↑ COL1A2, ↑ COL5A2, ↑ COL6A1, ↑ COL6A2, collagen Collagen Alpha1	Dermatological Diseases and Conditions
18. ↑apyrase, ↑ CD200, ↓ CD320, ↑ CYBRD1, ↑ CYP1B1, ↑ CYP2S1, ↓ CYP4B1, ↑ DAAM, ↑ FAM234B, ↑Fcer1	Developmental Disorder, Molecular Transport
19. ↑ ADAM11, ↑ ADAM22, ↑ ADAMTS1, ↑ ADAMTS12, ↑ADAMTS14, ↑ ADAMTS2, ↑ ADAMTS5, ↑ ADAMTS7, ↑ART	Connective Tissue Disorders, Organismal Injury
20. ALT, ↑ ARHGAP45, ↑ B3GNT7, ↑ CD72, ↑ CLEC9A, ↑ CORO1A, cytokine receptor, ↓ Gm1123, GOT, ↑ HELZ2	Hematological System Development

## Discussion

At the transcription and post transcription levels, a symphony of regulatory molecules including transcription factors, transcription co-activators, DNA and histone methylators, non-coding RNAs and others have been shown to play critical roles in altered protein production [27]. Such epigenetic mechanisms play a major role in all chronic disease processes including DN [7, 8].

Long non-coding RNAs with a size of >200 bp play a major role in gene regulation [9]. Long non-coding RNAs, in general, acts through multiple mechanisms and may on a nearby *[cis*] or distant genes [*trans*] regulating their transcription [9, 10]. We took a novel approach using RNA sequencing and bioinformatics analysis to answer the role of a specific lncRNA, *ANRIL* in DN.

We have previously demonstrated a pathogenetic role of *ANRIL* on the pathogenesis of several chronic diabetic complications including DN [13]. The major aim of this study was to delineate the mechanisms of such protection.

In this study, using RNA sequencing and bioinformatic analyses approaches, we demonstrated that the vast majority of the altered renal transcripts, in the context of DN, are regulated by *ANRIL* as they were mostly normalized in the diabetic ANRIL KO mice. In the kidneys of wild type diabetic animals, as a result of diabetic dysmetabolism, RNA transcripts involved in a large number of pathways were changed. The major pathways, as observed in both KEGG and REACTOME analyses, include AGE-RAGE signaling, PI3K-AKT, metabolic pathways, TNFα and NF KB related molecules, multiple extracellular matrix proteins and growth factor related pathways were changed. These pathways are known to mediate renal damage in DN. In the kidneys of these animals we have earlier validated several of such molecules [12, 13]. Although in the current study, we didn’t examine specific molecules, we have already performed such analysis using the same animal groups in the context of DN [13]. However, a large number of additional molecules, yet to be characterized in DN were also changed. In the kidneys of the diabetic KO animals, even in the presence of hyperglycemia, all important pathways were corrected and resulted in the amelioration of renal functional changes in DN. The exact significance of the remaining molecules, which were not corrected, are not clear. It is of further interest to note that as the animals remained hyperglycemic, the metabolic pathway related genes were not normalized in ANRIL KO mice with diabetes (KO-D).

As noted above we have previously reported that the expression of ANRIL was upregulated in DN and in other chronic diabetic complications and that ANRIL may also play a pathogenetic role in other chronic diabetic complications such as diabetic retinopathy and cardiomyopathy [12, 13]. In the context of our current research, we have also shown that nullifying ANRIL production prevents several biochemical, functional and structural changes in DN [13]. As planned, the current study delineates molecular mechanisms of ANRIL mediated pathogenesis in DN. As noted, that at the basal levels very few transcripts were affected by ANRIL nullification. Exact reason for this finding is not clear. However, this finding provides an intriguing possibility that specific ANRIL blockade may have relatively less adverse effects. However, such notion needs to be explored using specific experiment.

Although the role of ANRIL has been previously explored in the context of cardiovascular disease, very few studies have been conducted with respect to ANRIL in DN. We have demonstrated its role in regulating structural and function changes in DN. It has recently been demonstrated that ANRIL promotes pyroptosis and kidney injury in DN [28].

Exact mechanisms of ANRIL’s action remains to be investigated. It has been postulated that ANRIL affects multiple genes by working through genome methylation via DNA methyltranferases and polycomb proteins, using both *cis* and *trans* mechanisms. Hence ANRIL may be a target for future anti-inflammatory drugs [29]. In other system ANRIL has been demonstrated to work by regulating microRNAs [30]. As microRNA alterations happen frequently in most disease conditions including diabetic complications, possibility that ANRIL works through specific microRNA remains a possibility and need to be further investigated [17, 18, 31, 32].

Based on our data it is possible that ANRIL may be considered as a drug target in DN and possibly other chronic diabetic complications. Based on these findings it is even tempting to speculate that ANRIL may potentially represent a one-stop shop for DN therapy. Such therapy may exploit an RNA based approach or a small molecule inhibitor targeting ANRIL. As no significant alterations of transcripts were seen in the non-diabetic ANRIL KO animals, such RNA targeting therapy conceptually may lead to limited side effects. However, such notion needs to be initially confirmed using long term large scale preclinical studies.

In summary, we have demonstrated, using an RNA sequencing and bioinformatics approach, that alterations of a large number of molecules associated with DN are regulated through lncRNA ANRIL. These finding suggest that ANRIL may potentially be a drug target for DN and possibly of other chronic diabetic complications:

## Supporting information

S1 Fig KEGG pathway analysis. KEGG pathway analyses showed alterations (p<0.05) of transcripts related to multiple biological pathways in the kidneys in diabetes (A). The majority of these pathways were corrected in the ANRIL KO mice (B). (C = non-diabetic control, D = poorly controlled diabetic, WT = wild type, KO = ANRIL knockout. Horizontal line shows false discover rate of 0.01, the analyses for differentially expressed genes at the level of P<0.01 have been depicted in the Fig 3A. The detailed listings of these transcripts are in the supplementary tables (S1 and S2 Tables).
(TIF)

S2 Fig Reactome pathway analysis. A) Reactome pathway analyses showed alterations (p<0.05) of transcripts related to multiple biological pathways in the kidneys in diabetes. (A). The majority of these pathways were corrected in the ANRIL KO mice (B). (C = non-diabetic control, D = poorly controlled diabetic, WT = wild type, KO = ANRIL knockout. Horizontal line shows false discover rate of 0.01, the analyses for differentially expressed genes at the level of P<0.01 have been depicted in the Fig 3E. The detailed listings of these transcripts are in the supplementary tables (S1 and S2 Tables).
(TIF)

S1 Table KEGG pathway analysis.

S2 Table Reactome pathway analysis.

S3 Table STRING analysis.

How the deposited data were processed for this re-analysis (not part of the article)

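Renal cortex RNA of 12 mice was sequenced, 3 each of wild-type controls (WT-C), wild-type diabetic mice (WT-D), ANRIL knockout controls (KO-C) and ANRIL knockout diabetic mice (KO-D). The authors aligned the reads with STAR 2.7.3a to the mm10 build, counted them per gene and deposited a table of gene values made with R 3.6.1 and edgeR 3.28.0. Although the table is described as counts, each library's values sum to 1000000, so it holds counts per 1000000 counted reads (CPM). It lists 55421 genes with their names, positions and identifiers. Of these identifiers 55240 (99.7%) were found in the GENCODE M21 annotation, 54904 of them (99.4%) with the same positions within 1 base. The paper's methods name GENCODE M23, so the annotation was used only for the genes of the Ink4 locus, for GC content and for gene length. A second deposited table holds, per the file headers, the log2 fold change and the adjusted p-value of 5 comparisons between groups. The authors computed these log2 fold changes from the counted reads, and the header does not name which tool gave them. The authors adjusted these p-values for multiple testing and gave none for genes they did not test. These values were used for a comparison of calls and for nothing else.

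Before the data were examined, edgeR's quasi-likelihood test on counts was named as the main test. Since the values are CPM, the main test became limma 3.58.1 (lmFit, then eBayes with a trend) on log2(CPM + 0.1), after scaling by TMM factors (edgeR 4.0.16, R 4.3.3). Whole reads were recovered by dividing each library by its smallest value above 0, and the largest distance from a whole number was 4.4e-09 reads. The recovered reads were used for the filter, the TMM factors and the alternative tests with edgeR and DESeq2 1.42.0. Genes were kept by filterByExpr with at least 10 reads in a library of median size in the smallest group and 15 in total, which left 18461 genes and dropped 36960. The fit held a mean for each of the 4 groups and 8 residual degrees of freedom. The comparisons were WT-D against WT-C, KO-D against WT-C, KO-C against WT-C, KO-D against KO-C, KO-D against WT-D and the difference of the diabetes effect between genotypes. A contrast of both knockout groups against both wild-type groups was added after the data were seen. p-values were adjusted by Benjamini-Hochberg within each comparison, and calls are given at adjusted p of 0.01 and 0.05. Means and SDs of single genes are of TMM-scaled CPM.

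The library with the fewest counted reads had 23781928 and the one with the most 67336174. TMM factors were 0.737 to 0.917 in WT-C, 0.891 to 1.20 in WT-D, 0.921 to 0.974 in KO-C and 1.10 to 1.28 in KO-D. On simulated reads with 100 genes changed 2-fold and 100 changed 4-fold, the median error of the log2 change was 0.17 and limma called 1 unchanged gene at 0.01 and 9 at 0.05. Replicate numbers did not pair the mice. Correlations of the deviations from the group means between libraries with the same number were -0.35 to 0.29 (mean -0.04), and 1 of 12 libraries correlated best with a library of its own number.

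A total of 41 gene lists of pathways, kidney cell types, the study's clusters and the ANRIL locus were fixed before the tests. They were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, then with an estimated correlation and with fry, with Benjamini-Hochberg over the lists of 1 comparison. Where a value follows the words estimated correlation, it is the camera adjusted p of that run and not the correlation. Reactome sets distributed with fgsea 1.28.0 were tested with Fisher's exact test on called genes, with 884 sets of 10 to 2000 tested members and a background of 14532 genes with an Entrez identifier (78.8% of the tested genes). KEGG, STRING and IPA were not used here. The size of the diabetes effect in the knockout relative to the wild type is the slope across genes of the KO-D against KO-C changes on the WT-D against WT-C changes. It is corrected for sampling error and has a jackknife error over libraries. The slope found for a true value of 0.5 in simulated reads was 0.48.

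The genes named are the 10 with the largest increase and the 10 with the largest decrease among called genes of each comparison with a mean of at least 1 CPM, no overlap between the groups and a gene name that is not a clone or predicted-gene number. To these were added the genes with the smallest p, the genes the paper names and up to 4 genes of each list with the smallest p. Values in the paper's text had been read by then.

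Alternatives set in advance were RLE and upper-quartile scaling, DESeq2, edgeR's likelihood ratio and exact tests, other filters on low counts, fits on the compared groups alone, a block for the replicate number, and each library left out in turn. Added after the data were seen were edgeR's quasi-likelihood test on recovered reads, limma with RLE or upper-quartile scaling or none, pseudocounts of 0.02, 0.5 and 1, a filter at a mean of 1 CPM, removal of each library's trend on GC content and gene length, and reads thinned to the shallowest library. The clinical measures of the mice and the read files were not used.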

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

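The test of preparation in KO-D, the test of a variant segment of chromosome 4 and both tests of WT-D replicate 3 were chosen only after the result was seen, as were the removal of the GC and length trend, the thinning of reads and the contrast of both knockout groups against both wild-type groups.

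Diabetic knockout kidneys had lower levels of many genes than diabetic wild-type kidneys, a comparison that the paper does not report. In limma 1021 genes were called between KO-D and WT-D at an adjusted p of 0.05, 19 higher and 1002 lower in KO-D (98.1% lower), of 3344 at an unadjusted p under 0.05. At 0.01 limma called 0, edgeR's quasi-likelihood test 85 and DESeq2 899. Among the smallest p were Podn, a matrix proteoglycan, which fell by 1.09 on the log2 scale, and Hist1h2bl, a histone, which fell by 1.79 (limma adjusted p 0.0100 each). Both lost the call without WT-D replicate 1, WT-D replicate 3 or KO-D replicate 3, and the count at 0.05 was then 0. It was 174 without KO-D replicate 1, 579 and 582 without KO-C replicate 1 and 2, and 628 without WT-C replicate 3. The count from the 2 groups alone was 0. In KO-D against KO-C, which the paper does not report either, limma called 5734 genes at 0.05, 2514 higher and 3220 lower, and 3751 without KO-D replicate 3.

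Trends on GC content and gene length, which were removed together and not told apart, may account for much of the lower expression in KO-D against WT-D. Once both were removed, 16.1% as many genes were called (164, of which 92.7% were lower). Over the 1013 called genes with known GC content the median change went from -0.96 (quartiles -1.22 and -0.76, median SE 0.21) to -0.51 (quartiles -0.75 and -0.32, median SE 0.17). Against lower depth of the KO-D libraries, 93.4% as many genes were called after thinning all libraries to the shallowest, and 912 of the 1021 were among them. All 3 KO-D libraries lay outside the range of the WT-D libraries in their slope on GC content (-0.28 on average against 0.11 per 10 points, exact permutation p 0.1, the smallest possible for 3 mice against 3), but the labels give no preparation, so preparation and an effect of the genotype in diabetes cannot be told apart.

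The diabetes effect on whole lists differed between genotypes in camera at the preset correlation, with 9 lists past an adjusted p of 0.05. For the matrix, the increase was smaller in the knockout, with a median log2 difference of the effects of -0.67 for collagens and matrix (camera adjusted p 3.7e-05) and -0.79 for Cluster 4 of S3 Table (3.6e-05). The other medians were -0.39 for antigen presentation (0.0343), -0.27 for the cell cycle (0.0449), -0.40 for Cluster 1 of S3 Table (0.00191), -0.49 for the proximal tubule (9.1e-04), -0.28 for fatty acid oxidation (0.0193), -0.50 for gluconeogenesis and glycolysis (3.4e-04) and 0.31 for mitochondrially encoded genes (0.0449). With an estimated correlation each adjusted p was 0.992, and fry called 0 lists. No member of these lists was called over all genes in limma, and adjusted over the list alone 5 genes of collagens and matrix and 6 of Cluster 4 passed, all lower. The genes of both clusters were chosen by the study on these samples. With each library's trend on GC content and length removed, the median of collagens and matrix was -0.37. It was -0.45 without KO-D replicate 1 and -0.48 without WT-D replicate 1. Without WT-D replicate 2, camera called 14 lists.

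Chemokine genes of chromosome 4 had lower levels in knockout than in wild-type mice over both conditions, without passing an adjusted p of 0.05, a signal in genes the paper does not discuss. Over 5 genes of the Ccl27a, Ccl19 and Ccl21 cluster, with genes of identical reads left out, the median log2 difference between knockout and wild type was -1.73 (median SE 0.29, n = 6 mice per genotype). The smallest limma adjusted p in the region of the cluster was 0.112. Reads that are not identical can still be nearly so, as Ccl19-ps3 and Gm2564 of this region were both at 0.340 CPM in KO-C and 0.785 in KO-D. The 5 genes were not shown to be independent of each other. To test for lymphoid tissue in the wild-type libraries, 26 genes of T, NK, B and plasma cells were used. Their median was -0.28 (0.5 times the interquartile range is 0.19), a smaller difference in the same direction. The lists hold genes of lymphocytes and not of other cells of lymphoid tissue, so the test cannot exclude such tissue. Against GC content of the transcripts, 78.3% of the difference was left after the trend on GC content and length was removed (-1.36). For a variant segment of chromosome 4 carried with the knockout allele, every knockout library lay below every wild-type library in 1 of the 5 genes (0.108% by chance for each) and in Ccl21b, whose reads are identical to those of 3 other genes, and the bound of this test was set after its value was seen. The labels give both genotypes the strain entry of the knockout. The paper gives the knockout a 129S6/SvEv background and names littermate controls, without stating that knockout and wild-type mice were littermates of each other. No genotype of the segment was used here, so such a segment and an effect of the deletion itself cannot be told apart.

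WT-D replicate 3 lay between the controls and the other diabetic libraries. Over genes with a change of at least 1 in the other WT-D libraries, it showed 57.9% of that change as a median. In a test of a mixture of control and diabetic tissue, the share was 95.4% for collagens and matrix (SE 6.6) and 29.9% for the proximal tubule (SE 12.6), a difference of 65.5 points where the test asked for 38.4. The shares are of log2 changes, where a mixture itself gives raised genes a larger share than lowered ones, so the test cannot decide on a mixture. The genes were chosen by their change in the other WT-D libraries, which itself lowers the shares. The share was 135% for the cell cycle (SE 8.06) and 93.3% for macrophages (SE 5.26), against 57.9% over all these genes, so the response was not milder in every list. A response of that mouse that was milder in part cannot be told apart from a difference in the tissue sampled, since no glucose per mouse was used here.

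Other splits of the libraries were compared with the real ones. With 3 mice against 3 there are 10 splits, too few for a share under 0.05. The real split alone, 1 of 10, gave as many calls in WT-D against WT-C (1537 at an adjusted p of 0.01 and 4055 at 0.05, highest other split 1 and 6), in KO-D against WT-C (4320 and 7402, highest other 0), in KO-D against KO-C (3165 and 5734, highest other 0) and at 0.05 in KO-D against WT-D (1021, highest other 0). For KO-C against WT-C at both thresholds, and KO-D against WT-D at 0.01, the real count was 0 and 10 of 10 splits gave as many. For the difference of the diabetes effect between genotypes the real count was 0, and 100 of 100 draws gave as many. With a real count of 0 every split gives as many, so these shares say nothing about the grouping. In the other comparisons a mixed split adds the difference between the real groups to the spread within groups, which by itself lowers its count.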

How the results depend on the processing

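The alternatives that were chosen only after the data were seen are edgeR's quasi-likelihood test on recovered reads, limma with RLE, upper-quartile or no scaling, other pseudocounts, the filter at a mean of 1 CPM, the removed GC and length trend and the thinned reads.

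The share of WT-D calls also called in KO-D against WT-C stayed at 78.9% to 89.1% at an adjusted p of 0.01 and at 79.4% to 88.1% at 0.05 over the alternatives with all libraries. The relative size of the diabetes effect in the knockout stayed at 0.908 to 1.02 over them.

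Between WT-D and WT-C at 0.01, DESeq2 called 3035 genes, edgeR's likelihood ratio test 2906, no filter on low counts 911 and the 2 groups alone 792, against 1537 in limma, and leaving out 1 library gave 418 to 2726. At 0.05 the 2 groups alone gave 2702, against 4055, and leaving out 1 library 1619 to 6066. Fewer samples enter the fit of 2 groups. For the other settings the cause was not tested. Leaving out 1 library gave 2366 to 4848 genes for KO-D against WT-C at 0.01, 1443 to 3562 for KO-D against KO-C at 0.01 and 3751 to 6244 at 0.05, and the cause was not tested.

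For KO-C against WT-C, where limma called 0 genes, DESeq2 called 4 at 0.01 and 9 at 0.05, the exact test 7 and 21 and the likelihood ratio test 10 at 0.05. The cause was not tested.

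The count for KO-D against WT-D varied widely. At 0.01, against 0 in limma, the counts were 899 with DESeq2, 897 with the likelihood ratio test, 507 with the exact test, 86 with at least 10 reads in every library, 85 with the quasi-likelihood test, 88 with thinned reads and 0 to 592 with 1 library left out. At 0.05, against 1021, they were 1583 with DESeq2, 1547 with the likelihood ratio test, 664 with edgeR and 630 with limma under upper-quartile scaling, 138 with no scaling, 164 with the GC and length trend removed, 509 with a block for the replicate number, which does not pair the mice, 0 with the 2 groups alone and 0 to 1348 with 1 library left out. Beyond the removal of GC and length together, the cause was not tested. For the difference of the diabetes effect between genotypes, DESeq2 called 243 genes at 0.01 and 685 at 0.05 and the likelihood ratio test 266 and 736, against 0 in limma, and leaving out 1 library gave 0 to 103 and 0 to 659. The cause was not tested.

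With no scaling, which raised the median change of all tested genes, 94.0% of the WT-D calls at 0.05 were higher, against 62.6%. With the likelihood ratio test 90.6% of the edgeR calls were DESeq2 calls, against 99.4%. With the calls at 0.05, 113 Reactome sets passed in WT-D against WT-C, against 43, and 4 in KO-D against KO-C, against 8. Apart from the scaling, the causes were not tested.

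Of the gene lists, camera at the preset correlation called 30 in WT-D against WT-C, 30 in KO-D against WT-C, 9 in KO-C against WT-C, 28 in KO-D against KO-C, 11 in KO-D against WT-D and 9 for the difference of the effects. With an estimated correlation these were 2 in WT-D against WT-C and 0 in each of the other comparisons, and fry called 0 in KO-C against WT-C, KO-D against WT-D and the difference. Leaving out 1 library gave 7 to 15 lists for KO-C against WT-C and 7 to 14 for the difference. The cause was not tested.

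Of the genes named, Mtap in KO-D against WT-C turned from -0.03 to 0.50 with no scaling. That setting also raised the median change of all tested genes, so the turn is not particular to Mtap. Amn in KO-D against WT-D turned from -0.79 to 0.0026 with the GC and length trend removed, and the cause was not tested. Over the comparisons of the named genes, 61 calls at 0.05 were lost with the 2 groups alone, 56 with the GC and length trend removed, 49 with no scaling and 73 without WT-D replicate 1, while 53 were gained with the likelihood ratio test and 45 with DESeq2. In simulated reads of this depth, with 200 changed genes that were not among the weakest, 56% of the 2-fold changes reached a limma adjusted p of 0.05.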

Differences from the paper's values

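The paper shows about 4 Reactome sets past its line at 0.01 in KO-D against WT-C (Fig. 3G, read by eye), and 60 passed here at an adjusted Fisher exact p of 0.01 with the genes called at 0.01. The alternative set before the data were examined, with the genes called at 0.05, gave 75 sets and differs from the paper's value too. The Reactome sets used here are those distributed with fgsea, and the paper's background was not used. Metabolism was the first set here, with 445 genes called, and metabolic pathways are also the group that the paper names as not normalized.

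The paper states that the knockout prevented most of the pathways altered in diabetes. Its discussion also holds that most of the altered transcripts were normalized in diabetic knockout mice. Of the 43 Reactome sets of WT-D against WT-C, 9 passed in KO-D against WT-C at 0.01 and 52 of 113 with the calls at 0.05, while 83.9% of the genes called in WT-D were called in KO-D in the same direction. In KO-D against KO-C 4 of the 43 sets passed and 4 of the 113, and 63.8% of the genes were called. Extracellular matrix organization, which did not pass in KO-D, held 64 called genes in WT-D (63 higher) and 62 in KO-D against WT-C (53 higher, 9 lower). In KO-D against KO-C it held 43 (37 higher). Collagen formation held 21 in WT-D, 13 in KO-D against WT-C and 8 in KO-D against KO-C. Of the gene lists, NF-kB targets, AGE-RAGE signaling, apoptosis and collagens and matrix all passed camera at the preset correlation in KO-D against WT-C, as they did in WT-D, and none did with an estimated correlation (0.301 to 0.308 in KO-D and 0.125 to 0.145 in WT-D).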

Other observations

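The comparison of the chromosome 4 genes was chosen only after the result was seen.

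Androgen-dependent genes were lower and markers of stroma higher in diabetic wild-type kidneys, while few ribosomal protein genes and no mitochondrially encoded genes were called (WT-D against WT-C, limma adjusted p of 0.05, n = 3 mice per group). As above, a value after estimated correlation is the camera adjusted p with that setting. Cytosolic ribosomal proteins had 0 higher and 10 lower of 81 genes (1 lower adjusted over the list alone, median log2 change -0.50, camera 2.7e-12, estimated correlation 0.325). Their mean log2 level relative to WT-C was 0.44 in WT-C replicate 1, -0.21 and -0.23 in the other WT-C mice and -0.21 in WT-D replicate 3, and without WT-C replicate 1 4 were lower (median -0.33). They had in KO-D against WT-C 64 lower (68 adjusted over the list alone, median -0.93, camera 2.0e-16, estimated correlation 0.315). Androgen-dependent kidney genes had 7 lower and 2 not called of 9 (7 adjusted over the list alone, median -1.51, camera 1.3e-04, estimated correlation 0.163), and 3 were lower without WT-D replicate 1. Odc1, the first enzyme of polyamine synthesis, fell by 1.77 on the log2 scale (SE 0.39, adjusted p 0.00692). Female-biased kidney genes had 1 lower of 4 (2 adjusted over the list alone, camera 0.218, estimated correlation 0.456). Mitochondrially encoded genes had 0 of 13 called (0 adjusted over the list alone, median -0.52, camera 8.6e-04, estimated correlation 0.409), and the TCA cycle 6 lower of 25 (7 adjusted over the list alone, median -0.31, and 0.07 on unscaled CPM, camera 1.0e-04, estimated correlation 0.325). Gluconeogenesis and glycolysis had 6 higher and 5 lower of 30 (6 and 7 adjusted over the list alone, median -0.26, and 0.12 on unscaled CPM, camera 0.135, estimated correlation 0.590).

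Among cell types, mesangium, fibroblasts and smooth muscle had 12 higher and 3 not called of 15 (15 adjusted over the list alone, median 1.69, camera 4.7e-08, estimated correlation 0.125), and endothelium 9 higher and 8 not called of 17 (14 adjusted over the list alone, median 1.08, camera 8.0e-06, estimated correlation 0.30). Here too the values after estimated correlation are camera adjusted p-values with that setting. T and NK cells had 6 higher of 18 (10 adjusted over the list alone, median 1.04, camera 9.2e-05, estimated correlation 0.251), B and plasma cells 1 of 8 (1 adjusted over the list alone, camera 0.893) and neutrophils 2 of 3 (2 adjusted over the list alone, camera 0.287). The thick ascending limb and distal tubule had 4 higher and 1 lower of 10 (6 and 1 adjusted over the list alone, camera 0.0122, estimated correlation 0.163), the collecting duct 4 higher of 12 (4 adjusted over the list alone, camera 0.0728), and the inner medulla and urothelium 1 lower of 10 (1 adjusted over the list alone, camera 0.350). Blood had 0 of 5 called, and perirenal fat and adrenal 0 of 5, with WT-D replicate 1 far from the others. Immediate early and heat shock genes had 7 higher of 18 (7 adjusted over the list alone, median 1.16, camera 7.1e-04, estimated correlation 0.176). Of the ANRIL partners, proteins of the Polycomb and histone acetyltransferase complexes, 1 was lower of 10 (1 adjusted over the list alone, camera 0.80). Of the ANRIL locus neighbours 0 of 2 tested genes were called (0 adjusted over the list alone, camera 0.612).

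In WT-D replicate 1 the mean log2 level of the perirenal fat and adrenal list was 5.33 above that of WT-C, against -0.09 in WT-D replicate 3 and 1.83 in KO-C replicate 3, the next highest library. Adipoq, a hormone of fat cells named here after its values were seen, was at 24.8 CPM in WT-D replicate 1 and at 0.459 and 0.0344 in the other WT-D mice. Without WT-D replicate 1, 15 of 24 macrophage genes were higher in WT-D against WT-C (median 1.46), 9 of 15 of mesangium, fibroblasts and smooth muscle (1.53), 1 of 18 of T and NK cells (0.97) and 0 of 3 of neutrophils. Whether other tissue in that library adds to these lists was not tested.

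Median changes follow the scaling. With no scaling the median log2 change of all tested genes was 0.54 in KO-D against WT-C, 0.21 in KO-C against WT-C, 0.35 in KO-D against KO-C and 0.13 in KO-D against WT-D.

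The authors' deposited table gave 1500 genes in WT-D against WT-C at an adjusted p of 0.01 and 4155 at 0.05, and 94.9% and 94.0% of these were called here. It gave 0 genes in KO-C against WT-C (smallest adjusted p 0.550), and 124 and 1054 in KO-D against WT-D.

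At an unadjusted limma p under 0.001, 145 genes differed between knockout and wild-type mice of both conditions, and 28 of them lie on chromosome 4. Genes of identical reads were counted once, and near copies, such as Ccl19-ps3 and Gm2564, were counted separately. The chemokine cluster prompted this count. Outside its region 16 of 133 such genes (12.0%) lie on chromosome 4, which holds 6.01% of all tested genes counted in this way there (Fisher exact p 0.0086). Genes of 1 chromosome region are not independent of each other, and the deleted interval is on the same chromosome.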
